# Cathepsin L-dependent positive selection shapes clonal composition and functional fitness of CD4^+^ T cells

**DOI:** 10.1038/s41590-025-02182-y

**Published:** 2025-06-13

**Authors:** Elisabetta Petrozziello, Amina Sayed, João A. Freitas, Christine Federle, Jelena Nedjic, Sarina Ravens, Batuhan Akçabozan, Anna M. Schulz, Dietmar Zehn, Marc Schmidt-Supprian, Reinhard Obst, Immo Prinz, Martijn Verdoes, Jan Kisielow, Thomas Reinheckel, Tobias Straub, Stephen R. Daley, Ludger Klein

**Keywords:** Antigen processing and presentation, Lymphocytes

## Abstract

The physiological significance of thymic positive selection and its reliance on a single stromal cell type, cortical thymic epithelial cells, remain incompletely understood. The lysosomal cysteine protease cathepsin L (CTSL) has been implicated in generating major histocompatibility complex class II-bound peptides in cortical thymic epithelial cells for efficient CD4^+^ T cell differentiation. Here, we addressed the extent and nature of the CD4^+^ T cell repertoire changes associated with CTSL deficiency. In the absence of CTSL, a highly selective loss of T cell receptors resulted in a markedly reduced repertoire diversity. However, a similarly large proportion of nominally ‘CTSL-independent’ T cell receptors were retained. Clones representative of the second category experienced weaker positive selection signals in the absence of CTSL, which were sufficient for further maturation yet imprinted aberrant responsiveness to agonist stimulation and impaired homeostatic behavior. Together, these findings demonstrate that CTSL is crucial for both shaping full repertoire diversity and optimizing CD4^+^ T cell functionality.

## Abstract (web summary)

Klein and colleagues show that the lysosomal cysteine protease cathepsin L shapes the diversity and optimizes the fitness of clones that enter the CD4^+^ T cell repertoire.

## Main

During thymic selection, thymocytes test their T cell receptor (TCR) on self-peptide major histocompatibility complex (pMHC) ligands presented by thymic antigen-presenting cells (APCs). ‘Weak’ TCR–pMHC interactions promote developmental progression and CD4^+^/CD8^+^ T cell lineage commitment (termed positive selection), whereas ‘strong’ signals trigger negative selection^1^. Although negative selection eliminates autoreactive T cells^2^, how positive selection shapes a ‘useful’ repertoire remains unclear^3^.

Traditionally, positive selection was thought to enforce self-MHC restriction. However, T cells recognizing specific pMHC ligands arise at similar frequencies regardless of the selecting MHC allele^4^, and the repertoire’s apparent self-MHC restriction may indirectly result from negative selection of overly MHC-reactive TCRs^5^. Increasing evidence also indicates that positive selection imprints T cell functionality, such as tuning of the inhibitory TCR rheostat CD5 (ref. ^6^). CD5 levels are thought to reflect the strength of the selecting TCR–pMHC interactions and have been linked to responsiveness to foreign antigens^3,7,8^, contribution to primary versus memory responses^9^ and differentiation potential into helper T (T_H_) cell subsets or regulatory T (T_reg_) cells^10–14^.

Positive selection relies on a single stromal cell type, cortical thymic epithelial cells (cTECs). This specialized role appears to stem from unique pathways of self-antigen handling and processing, likely generating a partially ‘private’ pMHC ligandome^1,15^. For MHC class I (MHCI), cTECs express ‘thymoproteasomes’ containing the β5t subunit, which is absent from other APCs. β5t deficiency profoundly affects thymic development of CD8^+^ T cells^15^. For MHC class II (MHCII), cTECs use autophagy-associated mechanisms for unconventional endogenous MHCII loading. Disruption of these pathways perturbs CD4^+^ T cell selection^16–18^. Mice lacking the thymus-specific serine protease PRSS16 exhibit impaired polyclonal CD4^+^ T cell responses and diminished positive selection of some transgenic TCRs^19,20^. Of the pathways implicated in shaping the cTEC pMHC class II (pMHCII) ligandome, the most profound reduction in the thymic CD4^+^ T cell population is caused by ablation of cathepsin L (CTSL)^21^. Cathepsins are a family of lysosomal proteases. CTSL is strongly expressed in cTECs but is barely present in other MHCII^+^ APCs, whereas cathepsin S exhibits the opposite expression pattern. Both enzymes serve dual functions in the MHCII pathway by degrading the MHCII-associated invariant chain (Ii) and processing antigens to generate peptides for MHCII loading^22^. Importantly, the Ii-degrading function of CTSL alone cannot explain its requirement for efficient CD4^+^ T cell selection^23^. Limited resolution and cell numbers have so far precluded a comprehensive characterization of the cTEC pMHCII ligandome beyond relatively abundant peptides^24^. However, analysis of pMHCII ligands in fibroblasts engineered to express CTSL or cathepsin S indicated qualitative and quantitative differences^25^, suggesting that CTSL-dependent ‘private’ pMHCII ligands on cTECs may be crucial for CD4^+^ T cell positive selection. However, the impact of CTSL on the diversity and functionality of the CD4^+^ T cell repertoire remains unclear.

Here, we analyzed the CD4^+^ T cell repertoire selected in the absence of CTSL and characterized the clonal composition and reactivity of residual CD4^+^ T cells specific for a prototypical foreign antigen. Using high-resolution repertoire sequencing and re-expression of selected clones in TCR transgenic mice, we found that CTSL shapes CD4^+^ T cell selection by promoting full repertoire diversity and fine-tuning CD4^+^ T cell functionality.

## Results

### CTSL deficiency impairs positive selection of CD4^+^ T cells

Full genomic deletion of *Ctsl* in *Ctsl*^−/−^ mice has pleiotropic effects, most prominently alopecia and epithelial hyperplasia in the skin^21^, reflecting ‘nonimmune’ functions. To selectively delete *Ctsl* in TECs, we generated *Ctsl*^ΔTEC^ mice, which carry a conditional *Ctsl* allele and a *Foxn1-cre* transgene (Supplementary Fig. 1a,b). Compared to *Ctsl*^+/+^ mice, *Ctsl*^ΔTEC^ mice showed a reduction in CD4 single-positive (CD4SP) thymocytes, as described in *Ctsl*^−/−^ mice^21^ (Fig. 1a,b and Extended Data Fig. 1a). The phenotypic segregation of CD4SP thymocytes into three consecutive maturation stages (CD69^+^MHCI^–^ semimature, CD69^+^MHCI^+^ mature 1 and CD69^−^MHCI^+^ mature 2; SM, M1 and M2, respectively)^26^ was largely preserved, although there was a reduction in the most mature M2 stage (Extended Data Fig. 1b). The proportion of Foxp3^+^ T_reg_ cells among CD4SP thymocytes was unchanged; however, there was a trend toward an increased proportion of CD73^+^CCR7^−^ reimmigrants from the periphery (Extended Data Fig. 1c,d). Peripheral CD4^+^ T cell populations were diminished and contained more ‘memory-like’ Foxp3^−^CD44^+^CD62L^−^ cells and Foxp3^+^ T_reg_ cells (Fig. 1c and Extended Data Fig. 1e–g). CD8^+^ T cells developed in normal proportions, and the thymic architecture was indistinguishable from *Ctsl*^+/+^ mice (Fig. 1a,b and Supplementary Fig. 1e). *Ctsl*^ΔTEC^ mice did not show skin defects (Supplementary Fig. 1c,d).

**Fig. 1:**
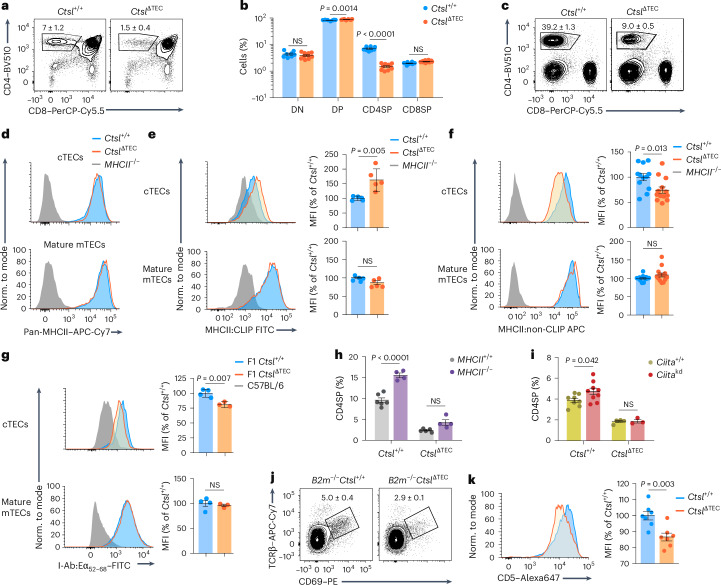
CTSL deficiency alters the cTEC pMHCII ligandome and impairs CD4^+^ T cell positive selection. **a**, Representative flow cytometry plots of thymocyte subsets in *Ctsl*^+/+^ (*n* = 8) and *Ctsl*^ΔTEC^ mice (*n* = 10); frequency ± s.e.m. of CD4SP thymocytes is indicated. **b**, Percentages ± s.e.m. of thymocyte subsets as in **a**; NS, not significant; DN, double negative. **c**, Representative flow plots of lymph node cells from *Ctsl*^+/+^ (*n* = 3) and *Ctsl*^ΔTEC^ (*n* = 3) mice; frequency ± s.e.m. of CD4^+^ T cells is indicated. **d**, Representative flow cytometry plots of MHCII expression on CD45^−^EpCAM^+^Ly51^+^ cTECs or CD45^−^EpCAM^+^Ly51^−^CD80^+^ mature mTECs from *Ctsl*^+/+^ and *Ctsl*^ΔTEC^ mice (*n* = 20 each) and *MHCII*^−/−^ mice (*n* = 3 and 2) as background. **e**, Representative flow plots and mean fluorescence intensity (MFI) ± s.e.m. relative to *Ctsl*^+/+^ cells of MHCII:CLIP on cTECs or mature mTECs from *Ctsl*^+/+^ (*n* = 5) and *Ctsl*^ΔTEC^ mice (*n* = 5) and *MHCII*^−/−^ mice (*n* = 2) as background. **f**, Representative flow plots and MFI ± s.e.m. relative to *Ctsl*^+/+^ cells of MHCII:non-CLIP on cTECs or mature mTECs from *Ctsl*^+/+^ (*n* = 12) and *Ctsl*^ΔTEC^ mice (*n* = 13) and *MHCII*^−/−^ mice as background. **g**, Representative flow cytometry plots and MFI ± s.e.m. relative to *Ctsl*^+/+^ cells of I-A^b^:Eα_52–68_ on cTECs or mature mTECs from *Ctsl*^+/+^ (*n* = 4) and *Ctsl*^ΔTEC^ (*n* = 3) mice on the C57BL/6 × BALB/c F1 background and C57BL/6 (Eα^−^) mice as background controls. **h**, CD4SP thymocyte percentages ± s.e.m. in *Ctsl*^+/+^ mice (*n* = 6 or 4) or *Ctsl*^ΔTEC^ mice (*n* = 5 or 4) reconstituted with BM from *MHCII*^+/+^ or *MHCII*^−/−^ mice. **i**, CD4SP thymocyte percentages ± s.e.m. in *Ctsl*^+/+^ mice (*n* = 8 or 9) or *Ctsl*^ΔTEC^ mice (*n* = 4 or 3) on a wild-type or *Ciita*^kd^ transgenic background. **j**, Representative flow cytometry plots of TCRβ and CD69 surface expression on DP cells from *B2m*^−/−^*Ctsl*^+/+^ (*n* = 9) and *B2m*^−/−^*Ctsl*^ΔTEC^ mice (*n* = 13); frequency ± s.e.m. of TCRβ^int^CD69^+^ cells is shown (*P* < 0.001). **k**, Representative flow cytometry analysis and MFI ± s.e.m. relative to *Ctsl*^+/+^ cells of CD5 expression on CD4SP thymocytes from *Ctsl*^+/+^ and *Ctsl*^ΔTEC^ mice (*n* = 7 each). *P* values in **b** were determined by two-way analysis of variance (ANOVA) and Sidak’s test for multiple comparisons and in **e**–**k** by Student’s two-tailed *t*-test. Source data

Total MHCII on cTECs remained unchanged (Fig. 1d). However, the fraction of pMHCII ligands on *Ctsl*^ΔTEC^ cTECs that consisted of complexes with the invariant chain-derived peptide CLIP, as detected using the monoclonal antibody (mAb) 15G4, was increased, and, conversely, non-CLIP pMHCII ligands, as indicated by the mAb BP107, were reduced (Fig. 1e,f). Nevertheless, compared to *H2-Ab1*^−/−^ (hereafter *MHCII*^−/−^) cTECs, non-CLIP pMHCII ligands still constituted a major fraction of the pMHCII ligandome in *Ctsl*^ΔTEC^ cTECs (Fig. 1f). For instance, cTECs from *Ctsl*^ΔTEC^ C57BL/6 × BALB/c F1 mice presented substantial amounts of the ‘frequent’ non-CLIP ligand I-A^b^:Eα_52–68_, recognized by the mAb Y-Ae, albeit moderately less than *Ctsl*^+/+^ control mice (Fig. 1g). These effects were seen in cTECs but not medullary TECs (mTECs; Fig. 1e–g and Extended Data Fig. 1h,i), consistent with the differential expression of CTSL between cTECs and mTECs.

The diminished CD4SP thymocyte population in *Ctsl*^−/−^ mice has been suggested to result, at least in part, from positive selection of an altered TCR repertoire that is hypersusceptible to negative selection^23^. To test whether interference with negative selection by hematopoietic APCs ‘rescued’ the CD4SP compartment, we reconstituted *Ctsl*^+/+^, *Ctsl*^ΔTEC^ or *Ctsl*^−/−^ mice with *H2-Ab1*^+/+^ (hereafter *MHCII*^+/+^) or *MHCII*^−/−^ bone marrow (BM). *MHCII*^−/−^ → *Ctsl*^+/+^ chimeras harbored a significantly increased percentage of CD4SP thymocytes compared to *MHCII*^+/+^ → *Ctsl*^+/+^ controls (Fig. 1h), reflecting diminished negative selection^27^. By contrast, the CD4SP compartment of *MHCII*^−/−^ → *Ctsl*^ΔTEC^ or *MHCII*^−/−^ → *Ctsl*^−/−^ chimeras was not, or only marginally, increased compared to the respective *MHCII*^+/+^ BM controls (Fig. 1h and Extended Data Fig. 1j). To interfere with negative selection by mTECs, we generated *Ctsl*^+/+^, *Ctsl*^ΔTEC^ and *Ctsl*^−/−^ mice carrying a transgene (*Ciita*^kd^) that mediates tissue-specific knockdown of C2TA, a transcription factor that controls multiple MHCII pathway components, leading to reduced MHCII expression on mTECs^28^. The *Ciita*^kd^ transgene resulted in a significantly increased CD4SP compartment in *Ctsl*^+/+^ mice^28^ but did not ‘rescue’ the CD4SP compartment in *Ctsl*^ΔTEC^ or *Ctsl*^−/−^ mice (Fig. 1i and Extended Data Fig. 1k).

The proportion of TCRβ^+^CD69^+^ cells among CD4^+^CD8^+^ (double-positive; DP) thymocytes (representing signal-selection intermediates) was reported to be normal in *Ctsl*^−/−^ mice^23^; however, TCRβ^+^CD69^+^ DP cells also include CD8^+^ T cell lineage selection intermediates that engage pMHCI ligands. To exclude these, we generated MHCI-deficient *B2m*^−/−^*Ctsl*^ΔTEC^ mice, which recapitulated the reduced CD4SP compartment associated with CTSL deficiency (Extended Data Fig. 1l). In these mice, where positively selecting interactions could be exclusively attributed to pMHCII ligands, the proportion of ‘signaled’ TCRβ^+^CD69^+^ DP cells was reduced to about half that of *B2m*^−/−^*Ctsl*^+/+^ controls (Fig. 1j). CD5 expression on these DP cells (Extended Data Fig. 1m) and bulk *Ctsl*^ΔTEC^ CD4SP cells was lower than on their counterparts in *Ctsl*^+/+^ mice (Fig. 1k), suggesting that positive selection occurred through relatively weak interactions or nonselection of ‘natural’ CD5^hi^ clones. Together, these findings indicate that the contraction of the CD4^+^ T cell compartment in CTSL-deficient mice was not secondary to selection of an altered repertoire that was overly susceptible to negative selection but most likely reflected a bona fide numerical constraint in positive selection as a consequence of an altered cTEC pMHCII ligandome.

### CTSL deficiency causes ‘clonal holes’ and ‘newcomers’

We next addressed whether the bottleneck in positive selection in *Ctsl*^ΔTEC^ mice was TCR selective, leading to the disappearance of some clones while allowing others to persist within the repertoire. Across seven transgenic MHCII-restricted TCRs with diverse antigen specificities (*OT-II* (chicken ovalbumin), *Dep* (human C-reactive protein), *AND* and *AD10* (pigeon cytochrome *c*), *LLO56* and *LLO118* (*Listeria monocytogenes* listeriolysin O; LLO) and *PLP1* (myelin proteolipid protein)), all exhibited a profound blockade in the emergence of CD4SP thymocytes in *Ctsl*^ΔTEC^ mice, whereas the MHCI-restricted *OT-I* TCR was efficiently selected (Fig. 2a,b and Extended Data Fig. 2a–e). For each MHCII-restricted TCR transgene, CD5 expression on DP thymocytes, which is upregulated concomitant with positive selection, was substantially reduced in *Ctsl*^ΔTEC^ mice (Fig. 2c and Extended Data Fig. 2b), suggesting that these TCRs did not, or did not sufficiently, interact with pMHCII ligands to elicit positive selection. When normally selected in *Ctsl*^+/+^ mice, *OT-II*, *AND*, *Dep* or *AD10* CD4SP thymocytes each displayed distinct CD5 levels, which varied widely between these clones and spanned the entire range of CD5 expression observed in polyclonal CD4SP cells (Fig. 2d). Thus, nonselection in *Ctsl*^ΔTEC^ mice was not tied to specific CD5 characteristics and, by inference, was not confined to a particular window in the affinity range of positively selecting TCR–pMHC interactions.

**Fig. 2:**
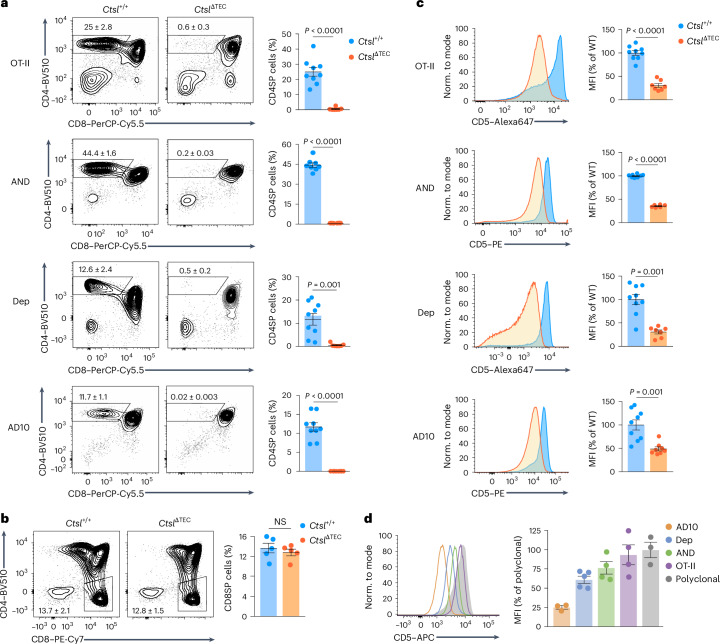
CTSL is essential for positive selection of multiple MHCII-restricted transgenic TCRs. **a**, Representative flow cytometry plots of thymocyte subsets and percentages ± s.e.m. of CD4SP cells in *Ctsl*^+/+^ and *Ctsl*^ΔTEC^ mice reconstituted with BM from *Rag1*^−/−^*OT-II* (*Ctsl*^+/+^, *n* = 9; *Ctsl*^ΔTEC^, *n* = 7)*, Rag1*^−/−^*AND* (*Ctsl*^+/+^, *n* = 8; *Ctsl*^ΔTEC^, *n* = 6)*, Rag1*^−/−^*Dep* (*Ctsl*^+/+^, *n* = 9; *Ctsl*^ΔTEC^, n = 7) or *Rag1*^−/−^*AD10* (*Ctsl*^+/+^, *n* = 9; *Ctsl*^ΔTEC^, n = 8) TCR transgenic donors. **b**, Representative flow cytometry plots of the thymus and percentages ± s.e.m. of CD8SP cells in *Ctsl*^+/+^ and *Ctsl*^ΔTEC^ mice reconstituted with BM from *OT-I* ^Tg^*Rag1*^−/−^ donors (*n* = 5 each). **c**, Representative flow cytometry plots and MFI ± s.e.m. of CD5 expression in DP thymocytes from BM chimeras as in **a**, relative to cells selected in *Ctsl*^+/+^ chimeras; WT, wild-type. **d**, Representative flow cytometry plots and MFI ± s.e.m. of CD5 expression in CD4SP thymocytes from *Rag1*^−/−^*Ctsl*^+/+^ *AD10* (*n* = 3), *Rag1*^−/−^*Ctsl*^+/+^ *Dep* (*n* = 5), *Rag1*^−/−^*Ctsl*^+/+^ *AND* (*n* = 4) and *Rag1*^−/−^*Ctsl*^+/+^ *OT-II* (*n* = 4) TCR transgenic mice relative to polyclonal CD4SP thymocytes (*n* = 3). *P* values in **a** and **b** were determined by Student’s two-tailed *t*-test and in **c** by Welch’s two-tailed *t*-test. Source data

To globally characterize TCR repertoire perturbations caused by CTSL deficiency, we crossed *Ctsl*^ΔTEC^ mice with mice expressing a transgenic TCRβ chain (hereafter *Tcrb*^Fixed^), enabling high-throughput sequencing of variable TCRα chains paired with the ‘fixed’ β-chain. *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice had fewer CD4SP thymocytes and peripheral CD4^+^ T cells (Fig. 3a and Extended Data Fig. 3a–c), with reduced CD5 expression on CD4SP cells (Fig. 3b) compared to *Tcrb*^Fixed^*Ctsl*^+/+^ mice. *Tcra* sequencing was performed on CD4SP cells in the most mature M2 stage^26^, ensuring that the repertoire was fully shaped by thymic selection. Sampling depth approached saturation for both genotypes (Fig. 3c). Repertoire diversity, as assessed using the Shannon index, was significantly lower in *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice than in *Tcrb*^Fixed^*Ctsl*^+/+^ mice (Fig. 3d). Based on the Morisita–Horn index, repertoires were highly stereotypical between genotype-matched replicates but varied significantly between genotypes (Fig. 3e). Of 9,626 ‘recurrent’ TCRs (defined as TCRs found in three or more of all six samples (three *Tcrb*^Fixed^*Ctsl*^ΔTEC^ and three *Tcrb*^Fixed^*Ctsl*^+/+^)), 4,765 were shared between the two genotypes (Fig. 3f). Almost half (3,848 of 8,613) of all recurrent TCRs in the *Tcrb*^Fixed^*Ctsl*^+/+^ repertoire were entirely absent from the *Tcrb*^Fixed^*Ctsl*^ΔTEC^ repertoire (Fig. 3f), and these ‘CTSL-dependent’ clones disproportionately contributed to the diversity of the ‘normal’ repertoire (Fig. 3g). Conversely, about 20% (1,013 of 5,778) of clones in the *Tcrb*^Fixed^*Ctsl*^ΔTEC^ repertoire were not found in the ‘normal’ *Tcrb*^Fixed^*Ctsl*^+/+^ repertoire (Fig. 3f). These ‘newcomer’ TCRs displayed a bias toward more distal TCRα variable (V) and joining (J) elements and increased nucleotide additions or deletions at the V–J joint (Extended Data Fig. 3d–f), suggesting a selection bias for unusual TCR features. Thus, the loss of TCRs in the absence of CTSL was highly selective, affecting roughly half of the ‘normal’ TCR repertoire, whereas a similarly large array of seemingly CTSL-independent TCRs was retained.

**Fig. 3:**
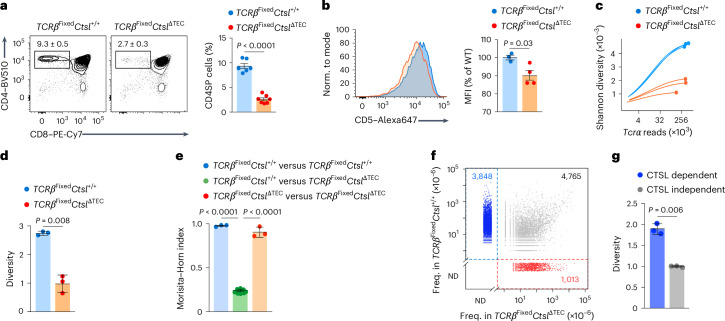
CTSL deficiency results in nonselection of ~50% of TCR clonotypes and enables emergence of ‘newcomer’ TCRs. **a**, Representative flow cytometry of thymocyte subsets and frequency ± s.e.m. of CD4SP thymocytes in *Tcrb*^Fixed^*Ctsl*^+/+^ (*n* = 6) and *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice (*n* = 7). **b**, Representative flow cytometry analysis and MFI ± s.e.m. of CD5 expression on CD4SP cells from *Tcrb*^Fixed^*Ctsl*^+/+^ (*n* = 3) and *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice (*n* = 4), relative to *Tcrb*^Fixed^*Ctsl*^+/+^ samples. **c**, Analysis of sequencing depth by simulation of Shannon diversity as a function of the number of *Tcra* reads in bulk TCR-sequencing datasets generated with CD4^+^CD8α^−^CD69^−^MHCI^+^CD25^−^FoxP3^−^ M2 CD4SP cells from *Tcrb*^Fixed^*Ctsl*^+/+^ (*n* = 3 with cells pooled from two to three mice) and *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice (*n* = 3 with cells pooled from two to three mice). All mice were on a *Tcra*^+/−^*Foxp3*^GFP^ background to exclude dual TCR expression and enable exclusion of Foxp3^+^ cells. **d**, Shannon diversity analysis (mean ± s.e.m.) of bulk TCR-sequencing datasets as in **c**. **e**, Repertoire similarity comparison by Morisita–Horn index (mean ± s.e.m.) for all pairwise comparisons between TCRα datasets from *Tcrb*^Fixed^*Ctsl*^+/+^ and *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice as in **c** (*n* = 3 for *Tcrb*^Fixed^*Ctsl*^+/+^ versus *Tcrb*^Fixed^*Ctsl*^+/+^; *n* = 9 for *Tcrb*^Fixed^*Ctsl*^+/+^ versus *Tcrb*^Fixed^*Ctsl*^ΔTEC^; *n* = 3 for *Tcrb*^Fixed^*Ctsl*^ΔTEC^ versus *Tcrb*^Fixed^*Ctsl*^ΔTEC^). **f**, Scatter plot of the mean frequency of ‘recurrent’ TCRs in the *Tcrb*^Fixed^*Ctsl*^+/+^ versus *Tcrb*^Fixed^*Ctsl*^ΔTEC^ repertoire as in **c**. Recurrent TCRs (*n* = 9,626) were defined as clonotypes found in three or more of all six samples regardless of genotype. TCRs exclusively found in *Ctsl*^+/+^ samples are highlighted in blue (CTSL-dependent TCRs; *n* = 3,848), and TCRs exclusively found *Ctsl*^ΔTEC^ samples are highlighted in red (‘newcomer TCRs’; *n* = 1,013); ND, not detected. **g**, Shannon diversity analysis (mean ± s.e.m.) of the CTSL-dependent (blue in **f**) or CTSL-independent (gray in **f**) subrepertoires within the *Tcrb*^Fixed^*Ctsl*^+/+^ repertoire. *P* values in **a**, **b**, **d** and **g** were determined by Student’s two-tailed *t*-test and in **e** by one-way ANOVA with a Tukey’s test for multiple comparisons. Source data

### CTSL deficiency blunts CD4^+^ T cell responses

Having identified ‘clonal holes’ with various TCR transgenes and in the *Tcrb*^Fixed^ repertoire, we asked whether CTSL deficiency caused corresponding ‘antigenic holes’ in a fully polyclonal setting. MHCII tetramer (Tet) staining revealed a marked reduction (or near absence) of cells recognizing the epitopes 2W, human invariant chain residues 277–285 (huCLIP) and PLP_11–19_ in *Ctsl*^ΔTEC^ mice (Fig. 4a,b). However, numbers of LLO_190–201_:I-A^b^-specific CD4^+^ T cells were comparable between *Ctsl*^ΔTEC^ and *Ctsl*^+/+^ mice, both among peripheral CD4^+^ T cells and thymic CD4SP cells (Fig. 4c and Extended Data Fig. 4). Given the approximately fourfold reduction in total CD4^+^ T cell counts in *Ctsl*^ΔTEC^ mice (Extended Data Fig. 1e), the frequency of LLO-specific cells was thus even increased by a corresponding factor. To assess the functionality of these cells, we immunized mice with LLO peptide in adjuvant. At day 7 after challenge, ~1 × 10^4^ LLO-Tet^+^ T cells were detectable in the draining lymph nodes of *Ctsl*^+/+^ mice (Fig. 4d), reflecting a >20-fold expansion following antigen exposure. By contrast, despite higher precursor frequencies, LLO-Tet^+^ cells were approximately tenfold less abundant in *Ctsl*^ΔTEC^ mice (Fig. 4d).

**Fig. 4:**
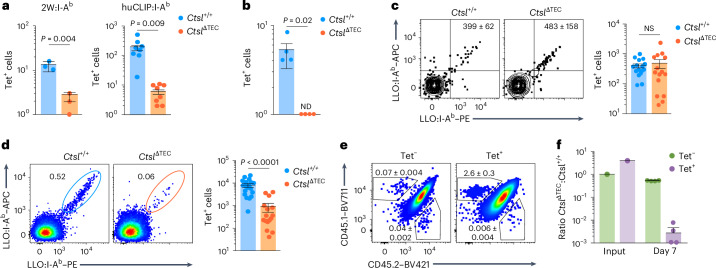
CTSL deficiency imparts ‘antigenic holes’ in the repertoire and blunts CD4^+^ T cell responsiveness to immunization. **a**, Total number ± s.e.m. of 2W- or huCLIP-specific CD4^+^ T cells in the naive repertoire of *Ctsl*^+/+^ (*n* = 3 for 2W; *n* = 8 for huCLIP) and *Ctsl*^ΔTEC^ mice (*n* = 3 for 2W; *n* = 8 for huCLIP), quantified by flow cytometric analysis after magnetic enrichment from pooled spleen and lymph node (LN) cells using 2W:I-A^b^ and huCLIP:I-A^b^ Tets, respectively. **b**, Total number ± s.e.m. of PLP_11–19_-specific CD4^+^ T cells in the naive repertoire of *Ctsl*^+/+^*Plp1*^−/−^ (*n* = 4) and *Ctsl*^ΔTEC^*Plp1*^−/−^ mice (*n* = 4), quantified as in **a** using a PLP_11–19_:I-A^b^ Tet. **c**, Representative flow cytometry plots of LLO_190–201_-specific CD4^+^ T cells gated on CD11b^–^CD11c^–^B220^–^F4/80^–^CD4^+^ T cells after magnetic enrichment from pooled spleen and lymph node cells using the LLO Tet and total number ± s.e.m. of LLO-Tet^+^ cells quantified as in **a** in the naive repertoire of *Ctsl*^+/+^ (*n* = 16) and *Ctsl*^ΔTEC^ mice (*n* = 15). **d**, Representative flow cytometry plots gated on activated CD11b^–^CD11c^–^B220^–^F4/80^–^CD44^+^CD4^+^ T cells without magnetic enrichment and total number ± s.e.m. of LLO_190–201_-specific CD4^+^ T cells in pooled spleen and lymph node cells of *Ctsl*^+/+^ (*n* = 19) and *Ctsl*^ΔTEC^ mice (*n* = 16) at day 7 after subcutaneous peptide immunization with adjuvant. **e**, Representative flow cytometry plot of CD45.1 versus CD45.2 on LLO-Tet^–^ and LLO-Tet⁺ spleen cells in CD45.1/CD45.2 wild-type recipients (*n* = 4) of a 1:1 mixture of bulk M2 SP cells from CD45.1 *Ctsl*^+/+^ and CD45.2 *Ctsl*^ΔTEC^ donors at day 7 after i.v. challenge with LLO peptide plus poly(I:C) pregated on activated CD11b^–^CD11c^–^B220^–^F4/80^–^CD44^+^CD4^+^ T cells as in **d**. **f**, Ratio between CD45.2^+^*Ctsl*^ΔTEC^ and CD45.1^+^*Ctsl*^+/+^ donor-derived cells among LLO-Tet^–^ and LLO-Tet⁺ in the input population (same 1:1 M2 CD4SP cell suspension administered to *n* = 4 recipient mice) and at day 7 after immunization (mean ± s.e.m.), as in **e**. Data in **e** and **f** are representative of two experiments. *P* values in **a**–**d** were determined by Student’s two-tailed *t*-test. Source data

We performed adoptive co-transfer experiments to determine whether the diminished expansion of LLO-Tet^+^ cells in *Ctsl*^ΔTEC^ mice reflected a cell-intrinsic defect or an indirect consequence of lymphopenia. Bulk M2 thymocytes from CD45.2 *Ctsl*^ΔTEC^ and CD45.1 *Ctsl*^+/+^ donors were co-transferred at a 1:1 ratio (thereby establishing a ~4:1 ratio of *Ctsl*^ΔTEC^ to *Ctsl*^+/+^ LLO-Tet^+^ cells in the input population) into CD45.1/CD45.2 *Ctsl*^+/+^ recipients that had been intravenously (i.v.) immunized with LLO peptide plus polyinosinic–polycytidylic acid (poly(I:C)) 6 h before. At day 7 after challenge, *Ctsl*^+/+^CD45.1^+^ donor-derived cells accounted for 2.6 ± 0.3% of splenic LLO-Tet^+^ cells, whereas *Ctsl*^ΔTEC^CD45.2^+^ donor-derived cells contributed only marginally (0.006 ± 0.004%; Fig. 4e). This corresponded to a ratio of *Ctsl*^ΔTEC^ to *Ctsl*^+/+^ LLO-Tet^+^ cells of ~1:400 (Fig. 4f), indicating a marked competitive disadvantage in antigen-driven expansion and/or defective homeostatic maintenance of cells selected in *Ctsl*^ΔTEC^ donors. Thus, positive selection in *Ctsl*^ΔTEC^ mice not only created ‘antigenic gaps’ but also resulted in impaired expansion and/or persistence of retained cells following antigen encounter.

### Nonselection affects clones across the CD5 range

Polyclonal ‘natural’ CD5^hi^ clones have been reported to respond more robustly to immunization than CD5^lo^ clones^8^, suggesting a direct link between the modalities of positive selection and responsiveness to foreign antigens^3,8^. To assess whether the nonselection of CTSL-dependent clones in the *Ctsl*^ΔTEC^ thymus correlated with their CD5 level, we generated TCR inventories from sorted *Tcrb*^Fixed^*Ctsl*^+/+^ CD4SP cells at both extremes of the CD5 spectrum (Fig. 5a). The TCR compositions were remarkably stereotypic within the four replicates of CD5^lo^ or CD5^hi^ CD4SP cells, respectively, yet highly distinct between the two groups, as evidenced by Morisita–Horn comparisons (Fig. 5b). This supports the notion that partitioning of a given clone into the CD5^lo^ or CD5^hi^ subset of the CD4^+^ T cell compartment is not stochastic but specified by TCR identity. We classified TCRs found in three or more of four CD5^lo^ samples and absent from all four CD5^hi^ datasets as ‘natural CD5^lo^ TCRs’ and those exhibiting a reciprocal pattern as ‘natural CD5^hi^ TCRs’. Cross-comparison with the recurrent TCRs in our previously established *Tcrb*^Fixed^*Ctsl*^+/+^ versus *Tcrb*^Fixed^*Ctsl*^ΔTEC^ datasets revealed that 70% of the natural CD5^lo^ TCR clones and 43.5% of the natural CD5^hi^ TCR clones were not selected in the absence of CTSL compared to a loss of 44.7% across all TCRs (Fig. 5c). Thus, at the global repertoire level, nonselection in the absence of CTSL was more pronounced among the natural CD5^lo^ subrepertoire, yet affected clones across the entire spectrum of natural CD5 expression.

**Fig. 5:**
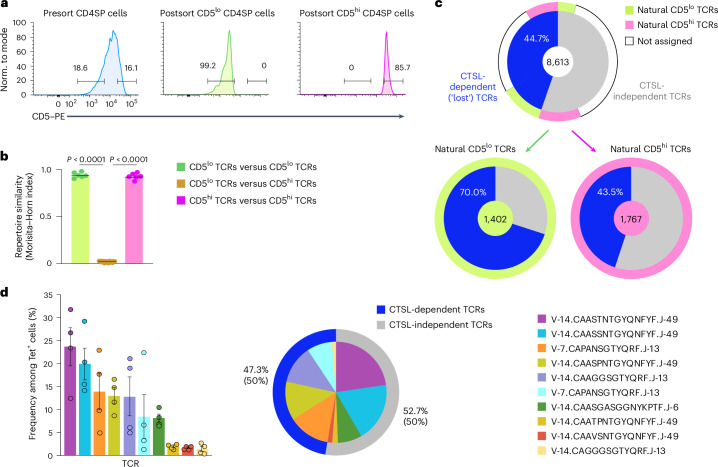
CTSL deficiency impedes selection of clones at both extremes of the CD5 spectrum but retains a substantial proportion of nominal ‘good-responder’ TCRs. **a**, Representative flow cytometry plot of CD5 expression on total presort M2 CD4SP cells, postsort ‘natural’ CD5^lo^ cells and postsort CD5^hi^ cells from *Tcrb*^Fixed^*Ctsl*^+/+^ mice, with sorting gates marking ~15% of cells at the low and high extremes of the CD5 spectrum. Histograms of postsort CD5^lo^ and CD5^hi^ cells show before bulk *Tcra* sequencing (*n* = 4 each). **b**, Subrepertoire similarity comparison by Morisita–Horn index (mean ± s.e.m.) for all pairwise comparisons between *Tcra* datasets from CD5^lo^ and CD5^hi^ M2 CD4SP cells as in **a** (*n* = 6 for CD5^lo^ versus CD5^lo^; *n* = 16 for CD5^lo^ versus CD5^hi^; *n* = 6 for CD5^hi^ versus CD5^hi^). **c**, Pie charts showing the proportion of CTSL-dependent and CTSL-independent TCRs among 8,613 recurrent TCRs in the *Tcrb*^Fixed^*Ctsl*^+/+^ CD4SP repertoire (top) and among 1,402 natural CD5^lo^ TCRs (bottom left) and 1,767 natural CD5^hi^ TCRs (bottom right). Top, colored segments in the outer ring indicate the subset of TCRs cross-assigned to the natural CD5^lo^ or natural CD5^hi^ subrepertoires. **d**, Relative percentages ± s.e.m. of the ten most abundant clonotypes among expanded LLO-Tet^+^CD4^+^ T cells sorted from the spleens of *Tcrb*^Fixed^*Ctsl*^+/+^ mice at day 7 after i.v. challenge with LLO peptide plus poly(I:C), as quantified by bulk *Tcra* sequencing (*n* = 4) (left). The pie chart shows the relative contribution of the ten most abundant clonotypes among expanded LLO-Tet^+^CD4^+^ T cells in LLO-immunized *Tcrb*^Fixed^*Ctsl*^+/+^ mice (middle). Colored segments in the outer ring indicate cross-assignment of these clones to CTSL-dependent and CTSL-independent TCRs among recurrent TCRs in the *Tcrb*^Fixed^*Ctsl*^+/+^ CD4SP repertoire. Percentages indicate the proportion of *Tcra* reads (top) or clones (bottom, in parentheses). *P* values in **b** were determined by one-way ANOVA with a Tukey’s test for multiple comparisons. Source data

We next assessed whether the diminished LLO-specific response in *Ctsl*^ΔTEC^ mice reflected a CTSL dependency of ‘good-responder’ TCR clones within the ‘normal’ repertoire. To this end, we i.v. immunized *Tcrb*^Fixed^*Ctsl*^+/+^ mice with LLO and performed *Tcra* sequencing on the expanded LLO-Tet^+^ population at day 7 after challenge, identifying the top ten expanded clonotypes (Fig. 5d). These clonotypes were cross-referenced with our previously established inventories of CTSL-dependent and CTSL-independent TCRs in the naive repertoire of *Tcrb*^Fixed^*Ctsl*^+/+^ mice, revealing that five TCRs could be assigned to the CTSL-dependent category and five to the CTSL-independent category (Fig. 5d). Thus, a significant proportion of ‘good-responder’ TCRs were retained in the *Ctsl*^ΔTEC^ repertoire, suggesting that the blunted response of LLO-Tet^+^ cells in *Ctsl*^ΔTEC^ mice could not be explained solely by the physical absence of all such clones.

### CTSL specifies selection signals in CTSL-independent clones

To assess whether and which LLO-Tet^+^ clonotypes were retained in the absence of CTSL in a fully TCRαβ polyclonal setting, we performed single-cell TCR sequencing of LLO-Tet^+^ cells sorted from *Ctsl*^+/+^ and *Ctsl*^ΔTEC^ mice, yielding 316 and 156 paired TCRαβ clonotypes, respectively (Fig. 6a). Most of these were detected only once within each genotype; however, five TCRs were shared between *Ctsl*^+/+^ and *Ctsl*^ΔTEC^ mice (Fig. 6a). To explore the characteristics of such CTSL-independent CD4^+^ T cell clones, we generated two TCR transgenic mouse lines, hereafter *Lm54*^Tg^ and *Lm6*^Tg^. *Lm54*^Tg^ or *Lm6*^Tg^ mice gave rise to CD4SP cells on both the *Rag1*^−/−^*Ctsl*^+/+^ and *Rag1*^−/−^*Ctsl*^ΔTEC^ backgrounds (Fig. 6b,c). However, CD4SP cells were reduced for both TCRs on the *Ctsl*^ΔTEC^ background (markedly for *Lm6* cells and subtly for *Lm54* cells; Fig. 6b,c and Extended Data Fig. 5a,b), with a corresponding reduction in peripheral CD4^+^ T cell numbers (Fig. 6d,e), indicating a graded impairment in positive selection in the absence of CTSL, even for these apparently CTSL-independent TCRs.

**Fig. 6:**
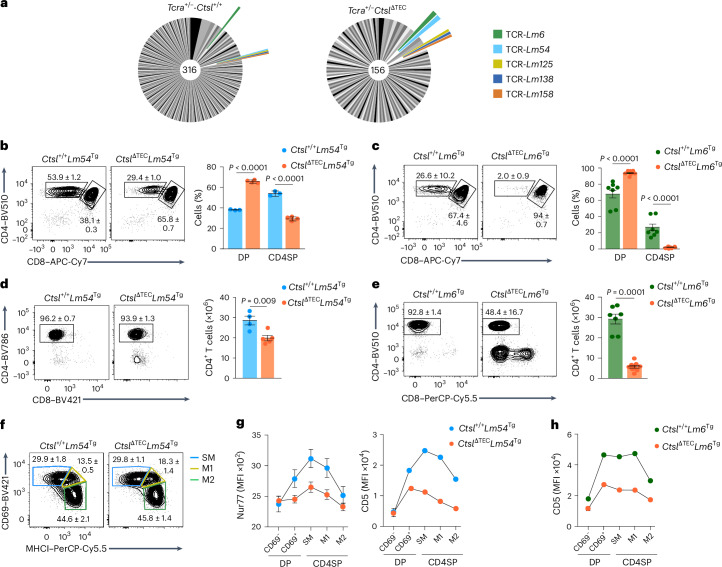
LLO-specific TCRs retained in the absence of CTSL indicate a role for CTSL in calibrating positive selection signal strength. **a**, Pie charts representing LLO-specific clonotypes in the fully polyclonal repertoire of *Tcra*^+/−^*Ctsl*^+/+^ mice (*n* = 316 TCRs) and *Tcra*^+/−^*Ctsl*^ΔTEC^ mice (*n* = 156 TCRs), identified by single-cell *Tcra* and *Tcrb* sequencing of sorted LLO-Tet^+^ cells (*n* ≥ 42 mice per genotype; clonotypes aggregated across 19 experiments). Segments in shades of gray represent TCRs exclusively found in one genotype; colored segments represent ‘public’ TCRs shared between genotypes. Segment size is proportional to the number of mice in which a given TCR was detected. **b**, Representative flow cytometry plots and percent ± s.e.m. of thymocyte subsets in *Ctsl*^+/+^*Lm54*^Tg^ (*n* = 3) and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 4; hereafter *Ctsl*^ΔTEC^*Lm54*^Tg^ and *Ctsl*^+/+^*Lm54*^Tg^, respectively). **c**, Representative flow cytometry plots and percent ± s.e.m. of thymocyte subsets in *Rag1*^−/−^*Ctsl*^+/+^*Lm6*^Tg^ (*n* = 7) and *Rag1*^−/−^*Ctsl*^ΔTEC^*Lm6*^Tg^ mice (*n* = 9; hereafter *Ctsl*^ΔTEC^*Lm6*^Tg^ and *Ctsl*^+/+^*Lm6*^Tg^, respectively). **d**, Representative flow cytometry plots and number ± s.e.m. of lymph node CD4^+^ T cells in *Ctsl*^+/+^*Lm54*^Tg^ (*n* = 4) and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 5). **e**, Representative flow cytometry plots and number ± s.e.m. of lymph node CD4^+^ T cells in *Ctsl*^+/+^*Lm6*^Tg^ (*n* = 7) and *Ctsl*^ΔTEC^*Lm6*^Tg^ mice (*n* = 9). **f**, Representative flow cytometry plots of MHCI and CD69 surface expression on CD4SP cells from *Ctsl*^+/+^*Lm54*^Tg^ (*n* = 9) and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 10). The percent ± s.e.m. of SM, M1 and M2 cells is indicated. **g**, Nur77 and surface CD5 expression (MFI ± s.e.m.) at consecutive DP and CD4SP stages of differentiation in *Ctsl*^+/+^*Lm54*^Tg^ (*n* = 4 or 5) and *Ctsl*^ΔTEC^*Lm54*^Tg^ (*n* = 4 or 5) mice, assessed by intracellular staining and flow cytometry (Nur77) or flow cytometry (CD5). **h**, CD5 surface expression (MFI ± s.e.m.) at consecutive DP and CD4SP cell differentiation stages in *Ctsl*^+/+^*Lm6*^Tg^ (*n* = 4) and *Ctsl*^ΔTEC^*Lm6*^Tg^ mice (*n* = 5), as assessed by flow cytometry. *P* values in **b** and **c** were determined by two-way ANOVA and a Sidak’s test for multiple comparisons. Data in **d** and **e** were analyzed by Student’s two-tailed *t*-test. Source data

Although CD4SP cells were reduced in *Rag1*^−/−^*Ctsl*^ΔTEC^*Lm54*^Tg^ mice compared to *Rag1*^−/−^*Ctsl*^+/+^*Lm54*^Tg^ mice (hereafter *Ctsl*^ΔTEC^*Lm54*^Tg^ and *Ctsl*^+/+^*Lm54*^Tg^, respectively), their segregation into the SM, M1 and M2 subsets was virtually identical (Fig. 6f). To determine whether selection of *Lm54* thymocytes in the presence or absence of CTSL affected the underlying TCR signals (despite seemingly identical developmental progression downstream of the positive selection checkpoint), we assessed the expression of the nuclear receptor Nur77, whose levels reflect ongoing or recent TCR signaling^29^. Although *Lm54* thymocytes in *Ctsl*^+/+^ mice showed typical dynamic Nur77 modulation, with upregulation in the signaled DP cells and return to baseline in M2 CD4SP cells, Nur77 expression was markedly attenuated in cells selected in *Ctsl*^ΔTEC^ mice (Fig. 6g), consistent with weaker selecting TCR–pMHC interactions in the absence of CTSL. In line with this, both *Lm54* and *Lm6* thymocytes selected in *Ctsl*^ΔTEC^ mice showed markedly lower CD5 upregulation than their counterparts selected in *Ctsl*^+/+^ mice (Fig. 6g,h), and this pattern was also observed for CD6, whose expression likewise correlates with TCR signal strength^30^ (Extended Data Fig. 5c). Thus, even for TCR clones that appeared CTSL independent in their repertoire seeding, CTSL was still crucial for calibrating the intensity of the positive selection signal.

### Functional tuning by CTSL regulates homeostatic fitness

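RNA from M2 CD4SP thymocytes of 5 *Ctsl* ΔTEC and 4 *Ctsl*+/+ *Lm54* Tg mice was sequenced, with 1 library per mouse. *Lm54* Tg mice express the TCR of the *Lm54* clone on a *Rag1*-/- background, and *Ctsl* ΔTEC mice lack CTSL in thymic epithelial cells. The authors estimated counts per transcript with kallisto and deposited them without normalization. These estimated counts were summed to genes through the GENCODE M21 annotation of GRCm38 and rounded to whole numbers. The annotation held 99.1% of the transcripts and at least 99.5% of the counts of every library. The libraries held between 25692380 and 39127833 estimated counts, with a median of 32987501 in *Ctsl* ΔTEC and 31498892 in *Ctsl*+/+ mice. Genes that passed edgeR's filterByExpr were compared by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Of the 13152 genes tested, 1943 had an adjusted p under 0.1, the threshold of Fig. 7a, with 844 higher and 1099 lower in *Ctsl* ΔTEC cells. At an adjusted p under 0.05, 1364 genes remained. With each mouse left out in turn, between 1534 and 2343 genes differed. Scaling by library totals alone gave 2048 genes, of which 56.8% were higher in *Ctsl* ΔTEC cells, against 43.4% after TMM normalization. The libraries carry 2 dates, and the first holds only 1 *Ctsl*+/+ mouse, so it could not be tested alone. Within the second date, 1923 genes differed between 3 *Ctsl* ΔTEC and 3 *Ctsl*+/+ mice, and with date as a factor over all 9 mice 2710 genes differed. Transcripts of the Y-linked gene *Ddx3y* were at 129 to 211 CPM (counts scaled to library size) in the 5 *Ctsl* ΔTEC mice and at 165 in 1 *Ctsl*+/+ mouse, and the other 3 *Ctsl*+/+ mice had almost none. With the mean level of 4 Y-linked genes as a covariate, an alternative chosen after the data were seen, 429 genes differed. This alternative moved the count most.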

We next compared gene expression profiles in M2 CD4SP cells from *Ctsl*^ΔTEC^*Lm54*^Tg^ and *Ctsl*^+/+^*Lm54*^Tg^ mice. Genes more highly expressed in *Ctsl*^ΔTEC^ cells included the genes encoding the two subunits of co-receptor CD8, as well as ion channels or solute carriers such as TMIE and SLC16A5 (Fig. 7a), which typically peak in DP cells, whereas *Ccr8*, which is upregulated in CD4SP cells^31^, was reduced, consistent with ‘less mature’ traits in thymocytes selected in the absence of CTSL. 

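*Cd8a* (ENSMUSG00000053977) and *Cd8b1* (ENSMUSG00000053044) encode the CD8 subunits and lie on chromosome 6 of GRCm38, from 71373427 to 71379173 and from 71322788 to 71337494. *Cd8a* was at 30.2 ± 4.47 CPM (SD, n = 5 mice) in *Ctsl* ΔTEC cells and at 4.49 ± 0.26 (SD, n = 4 mice) in *Ctsl*+/+ cells. Its log2 fold change was 2.75 (standard error 0.12, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test). *Cd8b1* was at 146 ± 14.7 CPM in *Ctsl* ΔTEC and 31.5 ± 3.55 in *Ctsl*+/+ cells, with a log2 fold change of 2.22 (standard error 0.10, adjusted p = 2.8e-07, edgeR). *Tmie* (ENSMUSG00000049555; chromosome 9, 110865711 to 110880113) was at 167 ± 17.5 and 42.9 ± 10.0 CPM, a log2 fold change of 1.96 (standard error 0.16, adjusted p = 1.6e-05, edgeR). *Ctsl*+/+ mouse 2 lay below the other 3 *Ctsl*+/+ mice for this gene, and without it the log2 fold change was 1.80. *Slc16a5* (ENSMUSG00000045775; chromosome 11, 115462474 to 115474398) was at 118 ± 7.66 and 49.9 ± 3.76 CPM, a log2 fold change of 1.24 (standard error 0.07, adjusted p = 1.2e-06, edgeR). *Ccr8* (ENSMUSG00000042262; chromosome 9, 120092114 to 120094906) had between 1 and 6 estimated counts in each *Ctsl* ΔTEC mouse and between 90 and 350 in each *Ctsl*+/+ mouse. Its mean was 0.123 ± 0.053 and 6.403 ± 3.140 CPM, and its log2 fold change was −5.65 (standard error 0.44, adjusted p = 1.5e-05, edgeR). For each of these 5 genes the values of the 2 genotypes did not overlap (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 4 allow). Within the second date alone, the log2 fold changes were 2.71 for *Cd8a*, 2.14 for *Cd8b1*, 1.97 for *Tmie*, 1.31 for *Slc16a5* and −5.58 for *Ccr8*. A list of 8 genes taken from the paper, these 5 with *Cd5*, *Cd6* and *Cd44*, passed an adjusted p of 0.1 both over all genes tested and adjusted over the list alone. Of 6 other genes whose proteins the paper measured, only *Il7r* passed over all genes. The authors chose the listed genes on these samples or on related ones, so the second adjustment is not independent evidence. These 5 genes also passed with Y-linked expression as a covariate. Among 9 tested markers of DP thymocytes, 5 were higher in *Ctsl* ΔTEC cells past the same threshold. From genes that it describes as typical of DP cells and from the reduction of *Ccr8*, the paper proposes that thymocytes selected without CTSL have less mature traits.

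**Figure D1:**
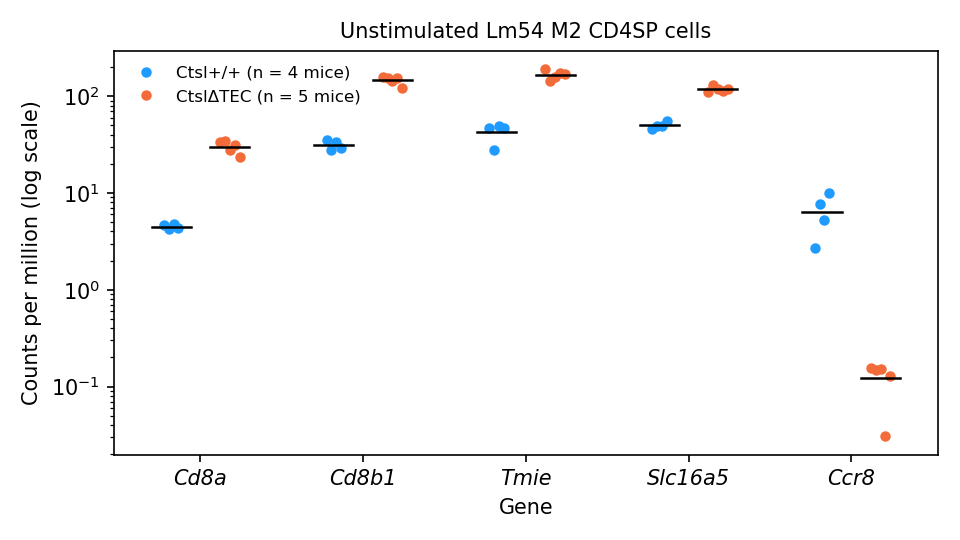
CPM of 5 genes on a log axis, with 1 point per unstimulated mouse and a line at each group's mean. The 5 *Ctsl* ΔTEC mice lie above all 4 *Ctsl*+/+ mice for *Cd8a*, *Cd8b1*, *Tmie* and *Slc16a5* and below them for *Ccr8*, where *Ctsl* ΔTEC mouse 4 rests on 1 estimated count.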

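Gene sets were tested with fgsea on the genes ranked by the signed square root of the quasi-likelihood F statistic. The Reactome mouse sets supplied with fgsea were used, together with written lists of ribosomal proteins, Myc targets and mTORC1 targets, and p was adjusted over the 820 sets of 10 to 500 genes. Translation initiation had a normalized enrichment score (NES) of −2.33 in *Ctsl* ΔTEC against *Ctsl*+/+ cells (111 genes, adjusted p = 2.7e-08 from fgsea). Translation elongation had an NES of −2.36 (85 genes, adjusted p = 6.2e-08, fgsea). The 79 ribosomal protein genes had an NES of −2.37 (adjusted p = 6.2e-08, fgsea). Of these, 76 were lower in *Ctsl* ΔTEC cells, with a median log2 fold change of −0.16 that stayed between −0.17 and −0.12 under the other scalings. *Rpsa* had a log2 fold change of −0.34 (standard error 0.08, adjusted p = 0.0136, edgeR), and *Eef2* one of −0.32 (standard error 0.07, adjusted p = 0.0125, edgeR). Myc targets had an NES of −1.78 (70 genes, adjusted p = 0.0139, fgsea). Without *Ctsl*+/+ mouse 4 their NES was −1.56 and no longer passed 0.05. mTORC1 signaling had an NES of −1.77 (83 genes, adjusted p = 0.00856, fgsea), which was −1.59 and no longer passed without *Ctsl* ΔTEC mouse 1. In this list *Ldha* fell by 0.60 on the log2 scale (standard error 0.07, adjusted p = 0.000192, edgeR), whereas *Pdk1* had a log2 fold change of 1.22 (standard error 0.10, adjusted p = 1.8e-05, edgeR). All 5 sets passed limma's camera with a preset correlation of 0.01. In limma's fry, Myc targets (adjusted p = 0.0455) and mTORC1 signaling (adjusted p = 0.00690) passed, and translation initiation (0.163), translation elongation (0.220) and ribosomal proteins (0.233) did not. Of the 12 sets compared with Fig. 7b,f, 6 passed over all sets and 7 when adjusted over the list alone. With Y-linked expression as a covariate, the setting that moved the 3 translation scores most, 0 of the 12 passed, 5 had an unadjusted p under 0.05, and ribosomal proteins had an NES of −0.41. Myc targets moved most with the share of retained-intron counts as a covariate (NES −1.10), and mTORC1 signaling with the Y-linked covariate over all 13 libraries (NES −1.01). An NES for ribosomal proteins at least as far from 0 was reached in 59 of 100 splits of the 9 mice into 5 and 4, the real one included.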

Gene set enrichment analysis (GSEA) further revealed underrepresented transcripts in *Ctsl*^ΔTEC^ cells linked to translation, mTORC1 signaling and Myc targets (Fig. 7b), and these correlated with reduced cell size and diminished upregulation of CD44, a marker of mTOR signaling^32,33^ (Extended Data Fig. 6a,b), suggesting reduced metabolic activity. Consistent with this, ex vivo assessment of basal protein biosynthesis showed diminished translation in the absence of CTSL, first emerging in CD69^+^ signaled DP cells and persisting through the M2 CD4SP cell stage (Fig. 7c).

**Fig. 7:**
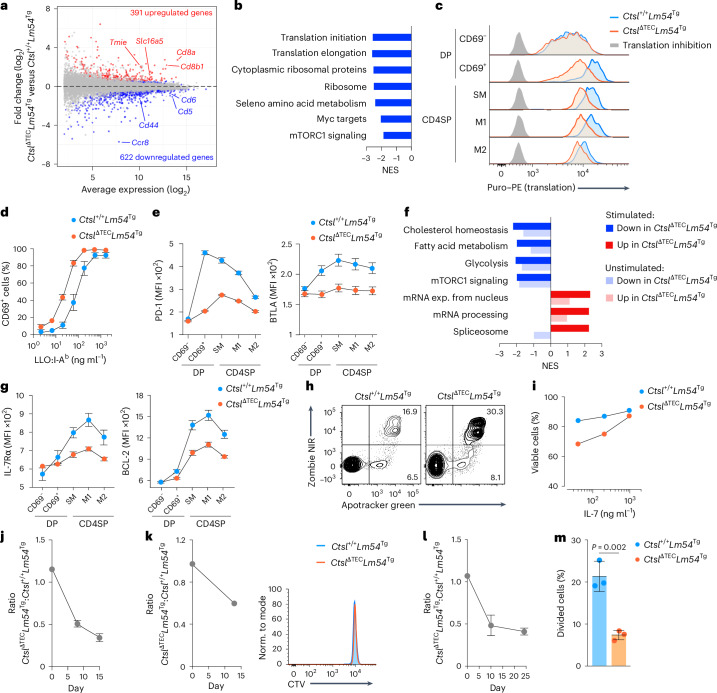
CTSL deficiency causes aberrant functional tuning and impaired homeostatic fitness of CD4^+^ T cells. **a**, MA plot of gene expression in *Ctsl*^+/+^*Lm54*^Tg^ (*n* = 4) versus *Ctsl*^ΔTEC^*Lm54*^Tg^ (*n* = 5) M2 CD4SP cells; differentially expressed genes (adjusted *P* value of <0.1) are shown in color. **b**, GSEA showing gene sets underrepresented (normalized enrichment score (NES) < −1.8) in *Ctsl*^ΔTEC^*Lm54*^Tg^ cells as in **a**. **c**, Representative flow cytometry plots showing translation at thymocyte stages in *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 3 each). A translation inhibitor (background) was included. **d**, CD69 expression (MFI ± s.e.m.) in M2 CD4SP cells from *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 4 each) after 18 h of stimulation with plate-bound LLO_190–201_:I-A^b^. **e**, PD-1 and BTLA expression (MFI ± s.e.m.) at consecutive DP and CD4SP stages of differentiation in *Ctsl*^+/+^*Lm54*^Tg^ (*n* = 3) and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 4), as assessed by flow cytometry. **f**, GSEA of *Ctsl*^+/+^*Lm54*^Tg^ versus *Ctsl*^ΔTEC^*Lm54*^Tg^ M2 CD4SP cells (*n* = 2 each) after 4 h of stimulation as in **d** or unstimulated as in **a**; only gene sets with a normalized enrichment score (NES) of >| 2 | in stimulated cells are shown. **g**, IL-7Rα and BCL-2 expression (MFI ± s.e.m.) at consecutive DP and CD4SP stages of differentiation in *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ mice (*n* = 5 each). Samples were analyzed by flow cytometry. **h**, Representative flow cytometry plots showing apoptosis in *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ M2 CD4SP cells (*n* = 5 each) after 24 h of culture in normal medium. **i**, Viability (mean ± s.e.m.) of *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ M2 CD4SP cells (*n* = 3 each) after 24 h of culture with IL-7, as assessed by flow cytometry. **j**, Donor cell ratio ± s.e.m. in the spleens of 4.5-Gy-irradiated recipients (*n* = 4) after transfer of a 1:1 mixture of *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ M2 CD4SP cells, as assessed by flow cytometry. **k**, Ratio ± s.e.m. of donor cells in the spleens of *MHCII*^−/−^ recipients (*n* = 3) after transfer of a 1:1 mixture of CellTrace Violet (CTV)-labeled *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ M2 CD4SP cells. Histogram (right) shows representative CTV profiles on day 13 after transfer. **l**, Ratio ± s.e.m. of donor cells in the blood of *Rag1*^−/−^ recipients (*n* = 4) after transfer of a 1:1 mixture of *Ctsl*^+/+^*Lm54*^Tg^ and *Ctsl*^ΔTEC^*Lm54*^Tg^ M2 CD4SP cells. **m**, Percent divided cells ± s.e.m. in an experimental replicate as in **l** with CellTrace Violet-labeled donor cells (*n* = 3 *Rag1*^−/−^ recipients; day 9). Data were analyzed by Student’s two-tailed *t*-test. Source data

After 18 h of stimulation with plate-bound I-A^b^:LLO_190–201_ in vitro, M2 CD4SP cells from *Ctsl*^ΔTEC^*Lm54*^Tg^ mice upregulated the activation marker CD69 with an approximately fivefold lower half-maximum inhibitory concentration than their counterparts from *Ctsl*^+/+^*Lm54*^Tg^ mice (Fig. 7d), indicating enhanced TCR sensitivity. Elevated responsiveness to TCR stimulation was likewise observed in polyclonal *Ctsl*^ΔTEC^ M2 CD4SP cells (Extended Data Fig. 6c). By contrast, short-term stimulation with phorbol 12-myristate 13-acetate (PMA), which bypasses upstream TCR signaling, elicited comparable levels of ERK phosphorylation in M2 CD4SP cells selected in *Ctsl*^ΔTEC^*Lm54*^Tg^ and *Ctsl*^+/+^*Lm54*^Tg^ mice (Extended Data Fig. 6d), suggesting that the hyperresponsiveness of CD4SP cells selected in the absence of CTSL was confined to the proximal TCR signaling cascade. Flow cytometric analysis showed that, in addition to CD5 and CD6, two further negative regulators of TCR signaling (PD-1 and BTLA^34,35^) also exhibited reduced expression downstream of positive selection in *Ctsl*^ΔTEC^*Lm54*^Tg^ mice compared to *Ctsl*^+/+^*Lm54*^Tg^ mice (Fig. 7e). These findings suggest that the observed TCR-proximal hyperresponsiveness of cells selected in the absence of CTSL may be attributable to reduced expression of multiple TCR signaling attenuators.

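RNA was also sequenced from M2 CD4SP cells of 2 further *Ctsl* ΔTEC and 2 further *Ctsl*+/+ *Lm54* Tg mice after 4 h on plate-bound LLO:I-A b at 1 µg ml-1 with anti-CD28 at 250 ng ml-1. The *Ctsl* ΔTEC libraries held 11792192 and 16866027 estimated counts, and the *Ctsl*+/+ libraries 8085463 and 27184520. The stimulated libraries carry a date of their own, so date and stimulation cannot be told apart, but both genotypes were stimulated on that date. With 2 mice per genotype, the stimulated groups were compared within a 4-group edgeR model of all 13 libraries. Of 14241 genes tested, 1898 differed at an adjusted p under 0.1, with 395 higher and 1503 lower in *Ctsl* ΔTEC cells. The share higher was 20.8%, against 30.3% with upper-quartile factors, 28.4% with DESeq2 and 36.6% among genes with at least 10 counts in every library. Fitting the 4 stimulated libraries alone moved this count most, to 1127 genes. The Reactome set for transport of mature mRNA had an NES of 1.89 (24 genes, adjusted p = 0.0519, fgsea over 831 sets). Processing of pre-mRNA had an NES of 1.50 (120 genes, adjusted p = 0.0519, fgsea), and mRNA splicing one of 1.45 (115 genes, adjusted p = 0.0547, fgsea). None of these 3 passed 0.05 over all sets, and all 3 passed adjusted over the list alone (0.00485, 0.00485 and 0.00621). With the genes ranked by DESeq2's Wald statistic they passed over all sets, with NES of 1.86, 1.70 and 1.67. In fry only mRNA transport passed (adjusted p = 0.0327), and in camera none of the 3 did (0.0986 to 0.160). Of the 24 transport genes 19 were higher in *Ctsl* ΔTEC cells, and *Nxf1* had a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.0572, edgeR). Of the 120 processing genes 71 were higher and 49 lower, with 4 and 3 past an adjusted p of 0.1. Of the 115 splicing genes 68 were higher and 47 lower, with 3 and 3 past it. In both sets *Hnrnph1* had a log2 fold change of 0.75 (standard error 0.12, adjusted p = 0.00131, edgeR). *Cpsf3* (−0.42, adjusted p = 0.0139, edgeR) and *Sf3b4* (−0.36, adjusted p = 0.0241, edgeR) were lower. Without *Ctsl*+/+ mouse 6, the deepest stimulated library, the NES was 1.61 for transport, 0.80 for processing and 0.73 for splicing.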

Gene expression profiling of M2 CD4SP cells from *Ctsl*^ΔTEC^*Lm54*^Tg^ or *Ctsl*^+/+^*Lm54*^Tg^ mice after stimulation with plate-bound I-A^b^:LLO_190–201_ revealed a relative enrichment of transcriptional modules related to mRNA export, processing and splicing (processes potentially more directly linked to TCR activation) in cells selected in the absence of CTSL (Fig. 7f). By contrast, these cells exhibited comparably less efficient implementation of transcriptional programs related to key metabolic pathways crucial for sustaining T cell activation, including proliferation, glycolysis, mTORC1 signaling, cholesterol homeostasis and fatty acid metabolism (Fig. 7f). Many of these differences were not exclusively triggered following TCR activation but were already evident before stimulation and became more pronounced following TCR engagement (Fig. 7f), suggesting that these traits had been differentially ‘imprinted’ during positive selection in the presence or absence of CTSL.

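The list of mTORC1 targets had an NES of −2.24 in stimulated *Ctsl* ΔTEC against *Ctsl*+/+ cells (85 genes, adjusted p = 2.4e-09, fgsea). Cholesterol biosynthesis had an NES of −2.31 (22 genes, adjusted p = 2.3e-07, fgsea), and 20 of its 22 genes were lower. Glycolysis had an NES of −2.00 (22 genes, adjusted p = 0.00200, fgsea), with 18 genes lower. Fatty acid metabolism had an NES of −1.77 (78 genes, adjusted p = 0.00777, fgsea), with 56 genes lower. The median log2 fold change was −0.36 for mTORC1 targets, −0.81 for cholesterol biosynthesis, −0.37 for glycolysis and −0.18 for fatty acid metabolism, and no other scaling reversed these signs. *Sesn2* fell by 2.10 on the log2 scale (standard error 0.25, adjusted p = 0.000197, edgeR), *Dhcr7* by 1.30 (standard error 0.18, adjusted p = 0.000492, edgeR) and *Hadh* by 1.67 (standard error 0.20, adjusted p = 0.000205, edgeR). *Eno1* fell by 1.07 (standard error 0.13, adjusted p = 0.000267, edgeR). The mitotic cell cycle set, taken here for proliferation, had an NES of 0.92 (390 genes, adjusted p = 0.902, fgsea), with 203 genes higher and 186 lower. Its NES was −0.91 without *Ctsl*+/+ mouse 6 and −0.59 without *Ctsl* ΔTEC mouse 6. The 4 metabolic sets passed fry, and in camera fatty acid metabolism did not (adjusted p = 0.0607). Ranking by log2 fold change moved the number of sets passing most: 0 of the 12 sets passed over all sets, and 3 had an unadjusted p under 0.05. Fatty acid metabolism also did not pass with transcript lengths as an offset (NES −1.56), nor glycolysis in a fit of the 4 stimulated libraries alone (NES −1.66).

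**Figure D2:**
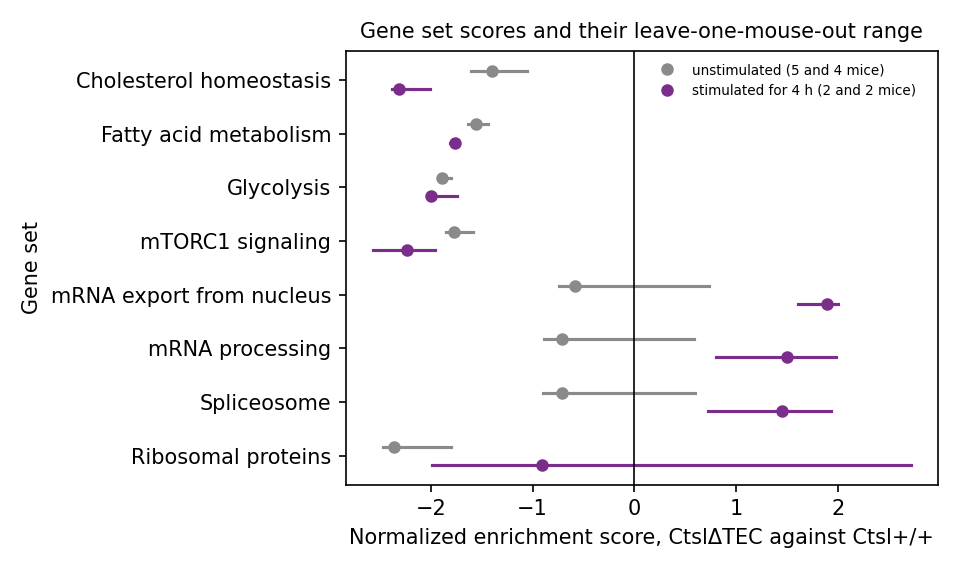
Normalized enrichment scores of 8 gene sets, *Ctsl* ΔTEC against *Ctsl*+/+, in unstimulated and stimulated cells. Points give the score over all mice and lines the range when each mouse of the comparison is left out in turn. The stimulated score of ribosomal proteins runs from −1.99 to 2.72, whereas those of the 4 metabolic sets stay below 0.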

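Before stimulation, glycolysis had an NES of −1.896 (adjusted p = 0.0144, fgsea), fatty acid metabolism one of −1.56 (adjusted p = 0.0566, fgsea) and cholesterol biosynthesis one of −1.40 (adjusted p = 0.249, fgsea). mRNA transport (−0.58), processing (−0.71) and splicing (−0.71) had adjusted p of 1.00 in fgsea. Whether the difference between genotypes changed on stimulation was tested as an interaction in the 4-group model. Of 14241 genes, 856 had an adjusted p under 0.1 in edgeR's quasi-likelihood test, with 161 positive and 695 negative, and 471 had one under 0.05. That threshold moved the count most among the alternatives run. For gene sets the interaction NES was −1.94 for mTORC1 targets (adjusted p = 4.6e-05, fgsea), −1.95 for cholesterol biosynthesis (adjusted p = 0.00225, fgsea) and −1.68 for fatty acid metabolism (adjusted p = 0.0161, fgsea). For glycolysis it was −1.52 and did not pass (adjusted p = 0.220, fgsea). It was 1.70 for processing (adjusted p = 0.00309, fgsea) and 1.65 for splicing (adjusted p = 0.00418, fgsea), and 1.77 for transport, which did not pass (adjusted p = 0.123, fgsea). With each stimulated mouse left out it ran from 0.82 to 2.26 for processing and from 0.78 to 2.18 for splicing, lowest without *Ctsl*+/+ mouse 6. For 4 other sets that were lower before stimulation it was positive, so that the measured difference became smaller. It was 2.79 for ribosomal proteins, 2.77 for translation elongation, 2.17 for translation initiation and 2.16 for Myc targets. Without *Ctsl*+/+ mouse 6 the first 3 of these were negative. High Y-linked expression was unevenly spread between genotypes before stimulation and evenly after it. The interaction was not fitted with Y-linked expression as a covariate, so sex stays open as a cause. In fry only 2 of the 12 sets passed, fatty acid metabolism (adjusted p = 0.00540) and glycolysis (adjusted p = 0.00647). In camera 7 of the 12 passed, but fatty acid metabolism (adjusted p = 0.391) and glycolysis (adjusted p = 0.316) did not. Of the genes past the threshold without stimulation, 609 also passed after stimulation, 567 of them in the same direction and 42 in the opposite one. From differences that it describes as evident before stimulation and more pronounced after it, the paper proposes that these traits were imprinted during positive selection.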

Given the aberrant ‘tuning’ of multiple basal metabolic programs when *Lm54* CD4^+^ T cells were selected in the absence of CTSL, we next examined additional hallmarks associated with CD4^+^ T cell survivability. Flow cytometric analysis showed that, across all maturation stages downstream of positive selection, expression of the interleukin-7 receptor (IL-7R) and BCL-2 (both key orchestrators of CD4^+^ T cell survival^36^) was reduced in *Ctsl*^ΔTEC^*Lm54*^Tg^ mice compared to *Ctsl*^+/+^*Lm54*^Tg^ mice (Fig. 7g).

We therefore next assessed whether M2 CD4SP cells from these two genotypes differed in their homeostatic properties. Following 24-h in vitro culture without added growth factors or TCR stimulation, cells selected in the absence of CTSL exhibited substantially higher apoptosis (Fig. 7h). Administration of high-dose IL-7 rescued this in vitro survival defect (Fig. 7i). To address whether selection in the absence of CTSL impaired homeostasis in vivo, we conducted competitive co-transfer experiments using M2 CD4SP cells from *Ctsl*^ΔTEC^*Lm54*^Tg^ and *Ctsl*^+/+^*Lm54*^Tg^ mice. Two weeks after co-transfer at a 1:1 ratio into sublethally irradiated wild-type recipients, the donor cell ratio had markedly shifted in disfavor of cells selected in the absence of CTSL (Fig. 7j). Analogous co-transfers of polyclonal M2 CD4SP cells from *Ctsl*^ΔTEC^ and *Ctsl*^+/+^ donors to wild-type recipients recapitulated these observations and revealed a tendency toward diminished homeostatic proliferation of *Ctsl*^ΔTEC^ cells (Extended Data Fig. 6e,f).

To disentangle the complex interplay between tonic TCR–pMHCII interactions and competition for soluble cues such as IL-7, which together sustain naive CD4^+^ T cell maintenance and may also drive homeostatic proliferation^36^, we repeated the co-transfer of M2 CD4SP cells from *Ctsl*^ΔTEC^*Lm54*^Tg^ and *Ctsl*^+/+^*Lm54*^Tg^ mice using *MHCII*^−/−^ or *Rag1*^−/−^ recipients. In *MHCII*^−/−^ hosts (where homeostatic MHCII contacts are abolished but survival factors such as IL-7 are readily available due to the absence of endogenous CD4^+^ T cells), cells selected in the absence of CTSL again exhibited a competitive disadvantage, although neither donor population showed evidence of proliferation (Fig. 7k). This indicated a diminished survivability of cells selected in the absence of CTSL that was not explained by altered responsiveness to tonic TCR signaling and/or reduced homeostatic proliferation. In *Rag1*^−/−^ recipients, which similarly provide ample access to soluble survival factors owing to their lack of an endogenous CD4^+^ T cell compartment but, in contrast to *MHCII*^−/−^ recipients, permit homeostatic TCR–pMHCII contacts, the donor cell ratio once more shifted in disfavor of cells selected in the absence of CTSL (Fig. 7l). However, unlike in *MHCII*^−/−^ recipients (Fig. 7k), a significantly smaller proportion of these cells underwent at least one cell division (Fig. 7m), revealing defective homeostatic proliferation as an additional layer of impaired functional fitness. Thus, CD4^+^ T cells selected in *Ctsl*^ΔTEC^ mice in a seemingly CTSL-independent manner (based on their progression to the mature CD4SP stage) retained a lasting functional imprint of their selection history, manifesting as a metabolically less poised state and diminished homeostatic responsiveness to both ‘tonic’ TCR signals and TCR-independent survival cues.

## Discussion

Our findings highlight two key roles for CTSL in shaping the CD4^+^ T cell compartment by establishing full repertoire diversity and optimizing the fitness of clones that enter the repertoire in a seemingly CTSL-independent manner. We refer to the complete loss of certain clones as ‘essential CTSL dependency’ and to impaired functionality of retained clones as ‘functional CTSL dependency’.

Essentially CTSL-dependent clones contributed disproportionately to repertoire diversity, conceivably reflecting reliance of low-abundance clones on few (or even a single) selecting pMHCII ligand(s). High-abundance clones may be more flexible in their range of selecting pMHCII ligands. If CTSL is required for only a subset of these ligands, the frequency of TCR–pMHC contacts may be reduced, allowing such clones to be retained in the repertoire, albeit with defects characteristic of functionally CTSL-dependent clones. CD5 expression in bulk CD4SP cells was diminished in the absence of CTSL. This was not due to preferential loss of ‘natural’ CD5^hi^ clones, suggesting that reduced signal strength affected the full range of selecting interactions. As a consequence, natural CD5^lo^ clones may more frequently fail to reach signaling thresholds for positive selection. Indeed, the proportion of essentially CTSL-dependent clones was higher among natural CD5^lo^ clones. By contrast, higher-affinity natural CD5^hi^ clones may persist through compensatory sensitization of proximal TCR signaling. This may involve reduced expression not only of CD5 but also of other negative regulators such as CD6, PD-1 and BTLA, all evident in clones *Lm54* and *Lm6*.

Although reduced peptide diversity may explain some consequences of CTSL deficiency, this does not preclude the possibility that the key role of CTSL lies in generating ‘qualitatively special’ peptides optimal for selection. Despite the loss of ~50% of TCRs in *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice, numerous ‘newcomer TCRs’ emerged, suggesting that the pMHCII ligandome remained diverse yet was enriched in otherwise absent or outcompeted ‘newcomer ligands’. The unusual V–J features of newcomer TCRs imply that they arose through an atypical selection process and may not be functionally equivalent to normally selected CD4^+^ T cells. As cTECs express at least two other cathepsins, cathepsin B and D^24^, these may generate diverse, yet ‘suboptimal’, selecting peptides in the absence of CTSL. Circumstantial support for this notion comes from experiments showing that occupancy of <5% of MHCII molecules on cTECs by pMHC ligands generated by the normal proteolytic machinery, including CTSL, was sufficient to sustain CD4^+^ T cell numbers near wild-type levels^37^.

Essential and functional CTSL dependency likely both contribute to the blunted anti-LLO CD4^+^ T cell response in *Ctsl*^ΔTEC^ mice. Half of the ten ‘best-responder’ clones in *Tcrb*^Fixed^*Ctsl*^+/+^ mice were physically absent from the repertoire of *Tcrb*^Fixed^*Ctsl*^ΔTEC^ mice. We deem it likely that both in *Tcrb*^Fixed^ mice and in the fully αβ polyclonal repertoire, a sizeable proportion of clones retained in the absence of CTSL are functionally compromised. This is exemplified by the clones *Lm54* and *Lm6*, whose altered features when selected in the absence of CTSL may be the rule rather than the exception. However, their marked homeostatic defects complicate efforts to resolve how functional CTSL dependency affects responsiveness and effector functions following immunogenic challenge with cognate antigen.

The exact mechanism underlying the impaired homeostatic fitness of functionally CTSL-dependent clones remains unclear. These clones appeared to progress ‘on autopilot’ through differentiation stages downstream of positive selection in the absence of CTSL yet exhibited alterations in multiple cellular programs. A downshift in CD5 expression may directly contribute to their inferior homeostatic behavior. In normally selected thymocytes, elevated CD5 expression calibrates the NF-κB pool, promoting viability and responsiveness despite attenuating TCR signals^38^. NF-κB also establishes proliferation competence^26^ and augments IL-7 responsiveness, triggering prosurvival transcriptional programs including BCL-2 (ref. ^39^). IL-7R expression is fine-tuned by TCR signals during thymic development^40^, and reduced IL-7R and BCL-2 expression in functionally CTSL-dependent clones suggests that selection in the absence of CTSL led to diminished IL-7 responsiveness and compromised survivability.

The ‘altered peptide’ model, proposed over three decades ago, suggested that developing thymocytes engage unique pMHC combinations for positive selection^41^. This model was later abandoned when it was found that several abundant MHCII-associated peptides were shared between cTECs and other APCs^42^, and the ‘affinity model’ has become the prevailing concept to explain the dual role of self-pMHC ligands in both positive and negative selection. However, the discovery of distinct proteolytic pathways in cTECs has revived interest in the possibility of ‘private’ pMHC ligands in cTECs having crucial physiological relevance. The ‘peptide-switch’ model proposes that minimizing the overlap between the pMHC ligandomes of cTECs and those of negatively selecting APCs prevents positive and negative selection from canceling each other out^15,43^. Although we cannot formally exclude contributions from negative selection, our findings demonstrate that the diminished CD4SP compartment in *Ctsl*^ΔTEC^ mice primarily reflects a genuine bottleneck in positive selection.

How ‘private’ peptides generated by CTSL contribute to optimal CD4^+^ T cell selection remains speculative. Their unique role may be specified through conserved TCR contact and/or MHC anchor residues or via an allosteric influence on the ‘nonpeptide’ MHC–TCR interface. Methodological advances will be required to comprehensively characterize the cTEC pMHC ligandome. Another intriguing question is how the requirement for ‘private’ peptides in positive selection can be reconciled with the hypothesis that the very same self-peptides mediating positive selection also support naive T cell homeostasis in the periphery and act as coagonists when T cells respond to foreign antigens^44,45^.

## Methods

### Mice

*Ctsl*^fl/fl^^46^, *Ctsl*^−/−^^47^, *Tcr-Dep*^48^, *Ciita*^[kd28^, *Tcr-Plp1* (ref. ^49^), *Tcr-LLO56* and *Tcr-LLO118* (ref. ^50^), *Tcr-AND* and *Tcr-AD10* (ref. ^51^), *Tcr-OT-II*^52^, *Foxn1-cre*^53^, *MHCI*^−/−^ (*B2m*^−/−^)^54^, *MHCII*^−/−^ (*H2-Ab1*^−/−^)^55^, *Rag1*^−/−^^56^, *Plp1*^−/−^^57^, *Tcra*^−/−^^58^ and Foxp3^GFP^ reporter mice (DEREG)^59^ have been described previously. For the generation of *Lm54*^Tg^ and *Lm6*^Tg^ mice, pTα and pTβ cassette vectors^60^ were modified to contain the V(D)J regions of the respective TCRs identified by single-cell TCR sequencing. Transgenic mice were generated by injection of linearized DNA into the pronuclei of C57BL/6 zygotes. *Tcrb*^Fixed^ transgenic mice only express the TCRβ chain of the *Lm54* clone. All mice used were on a C57BL/6J background. Mice were maintained under specific pathogen-free conditions in individually ventilated cages at an ambient temperature of 22 °C and 55% humidity with standard light cycle conditions. All phenotypic analyses were performed in mice of 8–12 weeks of age, unless otherwise indicated, and animals of both sexes were included, as we did not find any evidence for sex differences in the parameters addressed. Animal studies and procedures were approved by local authorities (Regierung von Oberbayern; Az Vet_02-22-66).

### CTSL active site labeling and western blotting

Sorted TECs were incubated for 1 h at 37 °C in conditioned culture medium containing 1 μM BMV109 and processed as previously described^61^. Briefly, cell pellets obtained from 3 × 10^4^ TECs were lysed in hypotonic buffer in the presence of 4 mM DTT for 15 min on ice and centrifuged for 30 min at 10,000*g*. Supernatants were denatured by the addition of 3× SDS sample buffer (containing 10% β-mercaptoethanol) and resolved by SDS–PAGE (15%) at 120 V for 60 min, together with the protein marker ROTI Mark Tricolor (Roth). The gel was scanned with a Typhoon FLA9500 imager in the Cy5 channel (GE Healthcare). Proteins were either stained with Coomassie or transferred in an exact replica of the gel onto a nitrocellulose membrane via semidry western blotting. Transfer was performed with transfer buffer containing 8% methanol and at a maximum of 50 V and 160 mA for 90 min. Following protein transfer, the membrane was incubated with goat anti-mouse CTSL polyclonal IgG (AF1515, R&D; 1 μg ml^–1^), followed by secondary mouse anti-goat horseradish peroxidase-conjugated polyclonal IgG (205-035-108, Jackson ImmunoResearch; 40 ng ml^–1^) and SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific). Membranes were imaged with an iBright1500 scanner (Invitrogen). For the housekeeping control, mouse mAb to β-actin (clone AC-15, Sigma; 200 ng ml^–1^) was used as primary antibody, followed by secondary rabbit anti-mouse horseradish peroxidase-conjugated polyclonal IgG (P0260, Agilent Dako).

### Histology

Five-micron sections of paraffin-embedded material were stained with hematoxylin (Mayer) and eosin (Morphisto). Microscopy was performed with a Leica DM2500 brightfield microscope, equipped with a DMC2900 CMOS camera and HC PL FL ×10/0.30-NA PH1 or HC PL FLUOTAR ×5/0.15-NA objective. The resulting image pixel sizes were 581 nm (×10) and 1.162 nm (×5). Microscopy images were acquired with LAS X Office v1.4.6 (Leica Microsystems).

### Determination of cell size

Cell size measurements were conducted on a Countess 3 Automated Cell Counter (Thermo Fisher).

### Preparation of TECs

Thymi from 3- to 5-week-old animals were cut into pieces, and thymocytes were mechanically released by pipetting up and down. The supernatant containing thymocytes was discarded. The thymus fragments were digested with liberase (0.5 U ml^–1^; Roche) and DNase I (10 mg ml^–1^; Roche) at 37 °C in three consecutive rounds of 15 min. Cells were washed and resuspended in 1 ml of high-density Percoll (*ρ* = 1.115; GE Healthcare) and overlaid with 1 ml of low-density Percoll (*ρ* = 1.055), followed by a layer of 1 ml of RPMI (Gibco). The gradient was centrifuged at 1,350*g* for 30 min at 4 °C (without brake). The top interphase, containing the low-density cell fraction, was collected, washed and subjected to CD45 magnetic-activated cell sorting depletion, using CD45 MicroBeads (Miltenyi Biotech). The CD45^–^ fraction was stained with DAPI and surface antibodies. TECs were analyzed or sorted according to the expression of CD45, Ly51, EpCAM, CD80 and MHCII as follows: cTECs (CD45^−^EpCAM^+^Ly51^+^), total mTECs (CD45^−^EpCAM^+^Ly51^−^) and mTEC^hi^ (CD45^−^EpCAM^+^Ly51^−^MHCII^hi^, CD80^hi^).

### Flow cytometry

Antibodies were purchased from Biolegend, unless otherwise specified, and used as conjugates with various fluorochromes: anti-CD4 (clone RM4-5), anti-CD8α (53-7.3), anti-CD326/EpCAM (G8.8), anti-Ly51 (6C3), anti-CD80 (16-10A1), anti-CD5 (53-7.3), anti-TCRβ (H57-597), anti-CD69 (H1.2F3), anti-H-2K^b^ (AF6-88.5), anti-CD45.1 (A20), anti-CD45.2 (104), anti-CD44 (IM7), anti-CD62L (MEL-14), anti-TCRvα2 (B20.1), anti-CD127/IL-7Rα (A7R34), anti-PD-1 (RMP1-30), anti-BTLA (6A6) and anti-I-A/I-E (M5/114.15.2). The following antibodies were used to distinguish MHCII structural epitopes: anti-CLIP:I-A^b^ (15G4)^62^, anti-non-CLIP:I-A^b^ (BP107.2.2, a kind gift from A. Rudensky, Memorial Sloan Kettering Cancer Center)^63^ and anti-Eα_52–68_:I-A^b^ (Y-Ae)^64^. To determine translation activity, thymocytes were pulsed for 5 min with 5 µg ml^–1^ puromycin (Merck) immediately before intracellular staining with phycoerythrin (PE)-conjugated mAb to puromycin (2A4)^65^. Control cells were pretreated for 15 min with 5 µg ml^–1^ harringtonine (MedChem Express) and, during the puromycin pulse, treated with 100 µg ml^–1^ cycloheximide (Roth) and 150 µg ml^–1^ chloramphenicol (Merck). For intracellular staining, cells were fixed and permeabilized using reagents from a Foxp3 staining kit (eBioscience) and stained with PE-conjugated anti-Nur77 (12.14, eBioscience) or PE-conjugated anti-BCL-2 (BCL/10C4). Cells were analyzed using a BD FACSCANTOII or LSRFortessa flow cytometer or sorted using a BD FACSAriaFusion sorter. Flow cytometry data were acquired using FACSDiva v6.2 software (BD Bioscience). Flow cytometry data were analyzed with FlowJo v10.9.0 software.

### Tet staining

Tets conjugated to APC or PE were kindly provided by M. Jenkins (University of Minnesota)^66^. Single-cell suspensions from thymi or pooled lymph nodes and spleens were incubated for 1 h at 25 °C with 10 nM of both APC- and PE-conjugated Tets, as previously described^67^. Cells were next washed and enriched with anti-APC and anti-PE MicroBeads (Miltenyi Biotech). AccuCheck Counting beads (Thermo Fisher) were used to determine the number of Tet^+^ cells in the column-bound fraction. Tet staining on samples from LLO-immunized mice was followed by enrichment with anti-CD4 MicroBeads (Miltenyi Biotech), instead of anti-APC/anti-PE MicroBeads. A dump cocktail of antibodies, containing anti-CD11b (M1/70), anti-CD11c (N418), anti-B220 (RA3-6B2) and anti-F4/80 (BM8), was used to exclude non-T cells and autofluorescent cells in flow cytometric analyses.

### BM chimeras

Recipient mice were irradiated with two split doses of 4.5 Gy, at least 2 h apart, the day before reconstitution. BM was depleted of differentiated cells using biotinylated mAbs to CD4 (clone RM4-5), CD8α (53-7.3), B220 (RA3-6B2), CD11b (M1/70), CD11c (N418), Gr1 (RB6-8C5) and F4/80 (BM8; Biolegend) together with streptavidin magnetic-activated cell sorting MicroBeads (Miltenyi Biotech). Recipient mice were injected i.v. with 5 × 10^6^–10 × 10^6^ BM cells. Neomycin (Belapharm) was supplemented in the drinking water for the first 4 weeks, and mice were killed 6 weeks after reconstitution.

### Large-scale *Tcra* sequencing

For experiments depicted in Fig. 3 (global M2 repertoire comparison in *Ctsl*^ΔTEC^ versus *Ctsl*^+/+^ *Tcrb*^Fixed^ mice), 3 × 10^5^–4 × 10^5^ mature M2 CD4SP (CD4^+^CD8α^−^CD69^−^MHCI^+^CD25^−^FoxP3^−^) cells from 5- to 8-week-old *Ctsl*^ΔTEC^*Tcra*^+/−^*Tcrb*^Fixed^Foxp3^GFP^ mice or corresponding controls were bulk sorted. Material from two to three mice was pooled to obtain comparable total cell counts in each sample. For experiments depicted in Fig. 5a–c (global ‘natural’ CD5^lo^ versus ‘natural’ CD5^hi^ M2 repertoire comparison in *Ctsl*^+/+^*Tcrb*^Fixed^ mice), 1 × 10^5^–2 × 10^5^ mature M2 CD4SP cells (CD4^+^CD8α^−^CD69^−^MHCI^+^CD25^−^FoxP3^−^), corresponding to the 15% lowest or 15% highest levels of CD5 expression on total CD4SP cells, were bulk sorted from individual 5- to 8-week-old *Ctsl*^+/+^*Tcra*^+/−^*Tcrb*^Fixed^Foxp3^GFP^ mice. For experiments depicted in Fig. 5d,e (TCR analysis of expanded LLO-Tet^+^ cells), 1 × 10^5^–2 × 10^5^ LLO-Tet^+^ cells were bulk sorted from pooled spleen and lymph node cells of individual 6- to 8-week-old *Ctsl*^+/+^*Tcra*^+/−^*Tcrb*^Fixed^Foxp3^GFP^ mice 7 days after systemic immunization with LLO_190–201_. Samples were stored at −80 °C in RNAprotect (Qiagen). All further sample preparation steps were performed by Qiagen. RNA was isolated using an RNeasy Mini/Micro kit (Qiagen), and library preparation was performed using a QIAseq Immune Repertoire RNA Library kit (Qiagen), modified to include only *Tcra*-specific primers for both the reverse transcription and target enrichment steps. Library preparation quality control was performed using an Agilent DNA 7500 Chip and Qubit dsDNA HS. Libraries that passed quality control were finally sequenced on a NovaSeq 6000 (Illumina) sequencing instrument according to the manufacturer’s instructions, with a read length of 2 × 250 bp and an SP flow cell. Raw data were demultiplexed, and FASTQ files for each sample were generated using bcl2fastq software (Illumina).

### Single-cell TCR sequencing

To increase the likelihood of finding shared TCRs and to ensure subsequent detection of transgenically re-expressed TCRs by fluorescence-activated cell sorting, we restricted this analysis to cells stainable with the mAbs MR9-4 (anti-TCR-Vβ5; genes *Trbv5.n*) and B20.1 (anti-TCR-vα2; genes *Trav14.n*). Dump cocktail-negative MR9-4^+^B20.1^+^Tet^+^ cells were single-cell sorted into 96-well plates and immediately frozen at −80 °C. All subsequent steps were adapted from Dössinger et al.^68^. Reverse transcription was performed using an iScript Select cDNA Synthesis kit (Bio-Rad) with a mix of primers specific for the TCRα (*Trac*) and TCRβ (*Trbc*) constant regions. Reverse transcription was followed by a digestion step with exonuclease I (Thermo Scientific) to remove single-stranded primers. The exonuclease digestion product was further subjected to a dGTP tailing step and split into two 96-well plates to continue with separate PCRs for *Trac* and *Trbc* sequencing. The first PCR was performed with an anchor primer complementary to the introduced 3′-guanosine overhang together with primers specific for *Trac* or *Trbc*, respectively. The following two rounds of nested PCR were performed with primers binding *Trav14* and *Trac* or *Trbv5* and *Trbc*, respectively. PCR products were Sanger sequenced by Eurofins Genomics by using either a *Trav14*-specific primer (for TCRα) or a *Trbv5*-specific primer (for TCRβ). Both *Trac* and *Trbc* sequences were annotated using IMGT/V-Quest^69^ with the C57BL/6-specific library. TCR clonotypes were defined at the level of amino acid sequence (V-region, CDR3 and J-region), and only those consisting of both an in-frame *Trac* and an in-frame *Trbc* were retained. As each TCR clonotype found in a given mouse was counted only once, counts in the Source Data related to Fig. 6a refer to the number of individual mice where the respective clonotype was detected.

### TCRα repertoire analysis

The CLC Genomics Workbench software (v23.0.3) provided by Qiagen was used to generate clonotype reads. Briefly, sequences with the same unique molecular index were merged. Further quality control steps included merging and trimming of overlapping paired-end sequences. Results were annotated using the C57BL/6J-specific functional *Tcra* genes extracted from the IMGT mouse TCR database. Analyses were performed using RStudio (version 2024.04.2+764). A clonotype was defined as a unique combination of *Trav* gene and *Traj* gene and an in-frame CDR3 amino acid sequence. Clonotype abundance was defined as the number of clonotype-encoding unique cDNA molecules (distinguished by unique molecular index) detected in a sample. TCR diversity was assessed using the approach of Chao et al.^70^, wherein one unique cDNA molecule was defined as one ‘individual’ and one clonotype as one ‘species’. Rarefaction with Hill numbers was performed using ‘iNEXT’ (versions 2.0.20 and 3.0.1). Shannon diversity is the exponential of Shannon entropy and is calculated in ‘iNEXT’ using *q* = 1. Shannon diversity (or effective number of TCR clonotypes) is the number of equally abundant clonotypes that would be needed to give the same Shannon diversity as the sample. As sampling completeness approached the maximum (coverage = 1) for each sample and subrepertoire examined, the observed Shannon diversities were used to calculate ‘relative diversity’. As adding 95% confidence intervals constructed from five bootstrap replications made a negligible difference to the appearance of the rarefaction curves and were smaller than the symbols on the ‘relative diversity’ summaries, these details were omitted. To assess TCR overlap between pairs of samples, we used ‘abdiv’ (version 0.2.0) to calculate the Morisita–Horn index. Quantification of nucleotide deletion or addition at *Trav–Traj* junctions was performed using results from the IMGT Junction Analysis tool. The ‘no. nucleotides deleted or added at the *Trav*–*Traj* junction’ was defined as the sum of the absolute values of the number of nucleotides deleted from the germline *Trav* and/or *Traj* gene(s) plus the number of P and/or N nucleotides added between the remaining germline *Trav* and/or *Traj* nucleotides. Due to duplication events at the *Tcra* locus in C57BL/6 mice, 23–30% of unique cDNA molecules per sample aligned with greater than one *Trav* paralog; these sequences were excluded from the analyses of chromosomal location of *Trav* gene usage and nucleotide deletion or addition at *Trav–Traj* junctions.

### Immunization

For hock immunization, isoflurane-anesthetized mice were subcutaneously injected with an emulsion of LLO_190–201_ peptide (NEKYAQAYPNVS, GenScript) in PBS and Freund’s adjuvant (Sigma). Systemic immunization was performed by i.v. injection of 50 μg of LLO_190–201_ peptide and 50 μg of high-molecular-weight poly(I:C) (InvivoGen) in PBS. When combined with adoptive cell transfers, mice were immunized 6 h before the injection of donor cells.

### Adoptive T cell transfer

For experiments depicted in Fig. 4d, mature CD4SP conventional thymocytes from *Ctsl*^ΔTEC^ Foxp3^GFP^ (CD45.2) and Foxp3^GFP^ littermate control (CD45.1) mice were sorted (CD4^+^CD8α^−^CD69^−^MHCI^+^CD25^−^FoxP3^−^) and mixed at a 1:1 ratio. Cells were injected i.v. into CD45.1/CD45.2 recipients (10^6^ total cells per mouse), previously immunized with LLO plus poly(I:C). For transfer experiments depicted in Fig. 7, M2 CD4SP thymocytes from *Ctsl*^ΔTEC^*Lm54*^Tg^*Rag1*^−/−^ and *Ctsl*^+/+^*Lm54*^Tg^*Rag1*^−/−^ mice were sorted, mixed at a 1:1 ratio and i.v. injected into CD45.1/CD45.2 recipients (1 × 10^6^ total cells per mouse). Where indicated, the cells were labeled with CellTrace Violet (Invitrogen; 5 μM for 5 min at 37 °C) before adoptive transfer. All results were confirmed with inverted combinations of congenic markers.

### In vitro stimulation of *Lm54* CD4SP thymocytes

For antigen-specific in vitro stimulation, M2 CD4SP thymocytes were stimulated for 18 h at 37 °C in the presence of soluble anti-CD28 (clone 37.51, Bio X Cell; 250 ng ml^–1^) and titrated amounts of plate-bound LLO_190–201_:I-A^b^ monomer. All stimulations were performed with 1.5 × 10^5^ cells per well in 96-well, U-bottom plates and HL-1 serum-free medium (Lonza). The viability dyes Zombie NIR and Apotracker Green (Biolegend) were used to exclude dead and apoptotic cells. Short-term PMA stimulation was performed with 50 ng ml^–1^ PMA for 5 min at 37 °C.

### RNA sequencing and analysis

Cells were collected and stored at −80 °C in RNAprotect (Qiagen). All further sample preparation steps (RNA isolation, rRNA depletion and library preparation) were performed by Eurofins Genomics, using the INVIEW transcriptome discovery package. Libraries that passed quality control were sequenced on a NovaSeq 6000 (Illumina) sequencing instrument, with 2 × 150 bp read length and S4 flow cells. All data processing methods were applied using default parameters unless specified. Expression quantification was performed using kallisto (version 0.48) with Ensembl release version 106 for *M. musculus*. In R/Bioconductor, expression data were collapsed from the isoform level to the gene level for downstream processing. Differential expression was assessed using DESeq2 (version 1.36). GSEAs were conducted using fgsea (version 1.22).

### Statistical analysis

Statistical analyses were performed using GraphPad Prism (v9), except for calculations of Shannon diversity and Morisita–Horn indexes. The specific statistical tests used are indicated in the corresponding figure legends. Data distribution was assumed to be normal, but this was not formally tested. No a priori sample size calculations were performed; sample sizes were based on prior experience with similar experiments and were deemed sufficient to detect biologically meaningful differences. Measurements were not conducted blind to the conditions of the experiment, as flow cytometric outputs were analyzed using standardized, objective gating strategies. No data points were excluded from analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02182-y.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Peer Review File

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Bulk TCR-sequencing data table.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Bulk TCR-sequencing data table.

Source Data Fig. 6 Single-cell TCR-sequencing data table.

Source Data Fig. 7 Bulk RNA-sequencing data table.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

## Data Availability

Sequencing data from this study have been deposited at the Gene Expression Omnibus and will be publicly available from the date of publication. The accession numbers are GSE269202 for the bulk TCR-sequencing data (relating to Figs. 3c–g and 5b–e) and GSE269197 for the RNA-sequencing data (relating to Fig. 7a,b,f). Source data are provided with this paper.

## References

[1] Klein, L., Kyewski, B., Allen, P. M. & Hogquist, K. A. Positive and negative selection of the T cell repertoire: what thymocytes see (and don’t see). *Nat. Rev. Immunol.***14**, 377–391 (2014).24830344 10.1038/nri3667PMC4757912

[2] Klein, L. & Petrozziello, E. Antigen presentation for central tolerance induction. *Nat. Rev. Immunol.***25**, 57–72 (2025).39294277 10.1038/s41577-024-01076-8

[3] Vrisekoop, N., Monteiro, J. P., Mandl, J. N. & Germain, R. N. Revisiting thymic positive selection and the mature T cell repertoire for antigen. *Immunity***41**, 181–190 (2014).25148022 10.1016/j.immuni.2014.07.007PMC4152861

[4] Chu, H. H. et al. Positive selection optimizes the number and function of MHCII-restricted CD4^+^ T cell clones in the naive polyclonal repertoire. *Proc. Natl Acad. Sci. USA***106**, 11241–11245 (2009).19541603 10.1073/pnas.0902015106PMC2708705

[5] Huseby, E. S. et al. How the T cell repertoire becomes peptide and MHC specific. *Cell***122**, 247–260 (2005).16051149 10.1016/j.cell.2005.05.013

[6] Hogquist, K. A. & Jameson, S. C. The self-obsession of T cells: how TCR signaling thresholds affect fate ‘decisions’ and effector function. *Nat. Immunol.***15**, 815–823 (2014).25137456 10.1038/ni.2938PMC4348363

[7] Fulton, R. B. et al. The TCR’s sensitivity to self peptide–MHC dictates the ability of naive CD8^+^ T cells to respond to foreign antigens. *Nat. Immunol.***16**, 107–117 (2015).25419629 10.1038/ni.3043PMC4270846

[8] Mandl, J. N., Monteiro, J. P., Vrisekoop, N. & Germain, R. N. T cell-positive selection uses self-ligand binding strength to optimize repertoire recognition of foreign antigens. *Immunity***38**, 263–274 (2013).23290521 10.1016/j.immuni.2012.09.011PMC3785078

[9] Persaud, S. P., Parker, C. R., Lo, W. L., Weber, K. S. & Allen, P. M. Intrinsic CD4^+^ T cell sensitivity and response to a pathogen are set and sustained by avidity for thymic and peripheral complexes of self peptide and MHC. *Nat. Immunol.***15**, 266–274 (2014).24487322 10.1038/ni.2822PMC3944141

[10] Bartleson, J. M. et al. Strength of tonic T cell receptor signaling instructs T follicular helper cell-fate decisions. *Nat. Immunol.***21**, 1384–1396 (2020).32989327 10.1038/s41590-020-0781-7PMC7578106

[11] Rogers, D. et al. Pre-existing chromatin accessibility and gene expression differences among naive CD4^+^ T cells influence effector potential. *Cell. Rep.***37**, 110064 (2021).34852223 10.1016/j.celrep.2021.110064

[12] Sood, A. et al. Differential interferon-γ production potential among naive CD4^+^ T cells exists prior to antigen encounter. *Immunol. Cell. Biol.***97**, 931–940 (2019).31420892 10.1111/imcb.12287

[13] Martin, B. et al. Highly self-reactive naive CD4 T cells are prone to differentiate into regulatory T cells. *Nat. Commun.***4**, 2209 (2013).23900386 10.1038/ncomms3209

[14] Zinzow-Kramer, W. M., Weiss, A. & Au-Yeung, B. B. Adaptation by naive CD4^+^ T cells to self-antigen-dependent TCR signaling induces functional heterogeneity and tolerance. *Proc. Natl Acad. Sci. USA***116**, 15160–15169 (2019).31285342 10.1073/pnas.1904096116PMC6660790

[15] Takahama, Y. The thymoproteasome in shaping the CD8^+^ T-cell repertoire. *Curr. Opin. Immunol.***83**, 102336 (2023).37210932 10.1016/j.coi.2023.102336PMC10524569

[16] Nedjic, J., Aichinger, M., Emmerich, J., Mizushima, N. & Klein, L. Autophagy in thymic epithelium shapes the T-cell repertoire and is essential for tolerance. *Nature***455**, 396–400 (2008).18701890 10.1038/nature07208

[17] Postoak, J. L. et al. Thymic epithelial cells require lipid kinase Vps34 for CD4 but not CD8 T cell selection. *J. Exp. Med.***219**, e20212554 (2022).35997680 10.1084/jem.20212554PMC9402993

[18] Rodrigues, P. M. et al. LAMP2 regulates autophagy in the thymic epithelium and thymic stroma-dependent CD4 T cell development. *Autophagy***19**, 426–439 (2023).35535798 10.1080/15548627.2022.2074105PMC9851248

[19] Gommeaux, J. et al. Thymus-specific serine protease regulates positive selection of a subset of CD4^+^ thymocytes. *Eur. J. Immunol.***39**, 956–964 (2009).19283781 10.1002/eji.200839175

[20] Viret, C. et al. Thymus-specific serine protease contributes to the diversification of the functional endogenous CD4 T cell receptor repertoire. *J. Exp. Med.***208**, 3–11 (2011).21173102 10.1084/jem.20100027PMC3023141

[21] Nakagawa, T. et al. Cathepsin L: critical role in Ii degradation and CD4 T cell selection in the thymus. *Science***280**, 450–453 (1998).9545226 10.1126/science.280.5362.450

[22] Honey, K. & Rudensky, A. Y. Lysosomal cysteine proteases regulate antigen presentation. *Nat. Rev. Immunol.***3**, 472–482 (2003).12776207 10.1038/nri1110

[23] Honey, K., Nakagawa, T., Peters, C. & Rudensky, A. Cathepsin L regulates CD4^+^ T cell selection independently of its effect on invariant chain: a role in the generation of positively selecting peptide ligands. *J. Exp. Med.***195**, 1349–1358 (2002).12021314 10.1084/jem.20011904PMC2193748

[24] Ohigashi, I., Matsuda-Lennikov, M. & Takahama, Y. Peptides for T cell selection in the thymus. *Peptides***146**, 170671 (2021).34624431 10.1016/j.peptides.2021.170671PMC9309017

[25] Hsieh, C. S., deRoos, P., Honey, K., Beers, C. & Rudensky, A. Y. A role for cathepsin L and cathepsin S in peptide generation for MHC class II presentation. *J. Immunol.***168**, 2618–2625 (2002).11884425 10.4049/jimmunol.168.6.2618

[26] Xing, Y., Wang, X., Jameson, S. C. & Hogquist, K. A. Late stages of T cell maturation in the thymus involve NF-κB and tonic type I interferon signaling. *Nat. Immunol.***17**, 565–573 (2016).27043411 10.1038/ni.3419PMC4837029

[27] van Meerwijk, J. P. et al. Quantitative impact of thymic clonal deletion on the T cell repertoire. *J. Exp. Med.***185**, 377–383 (1997).9053438 10.1084/jem.185.3.377PMC2196036

[28] Hinterberger, M. et al. Autonomous role of medullary thymic epithelial cells in central CD4^+^ T cell tolerance. *Nat. Immunol.***11**, 512–519 (2010).20431619 10.1038/ni.1874

[29] Moran, A. E. et al. T cell receptor signal strength in Treg and iNKT cell development demonstrated by a novel fluorescent reporter mouse. *J. Exp. Med.***208**, 1279–1289 (2011).21606508 10.1084/jem.20110308PMC3173240

[30] Goncalves, C. M., Henriques, S. N., Santos, R. F. & Carmo, A. M. CD6, a rheostat-type signalosome that tunes T cell activation. *Front. Immunol.***9**, 2994 (2018).30619347 10.3389/fimmu.2018.02994PMC6305463

[31] Thyagarajan, H. M., Lancaster, J. N., Lira, S. A. & Ehrlich, L. I. R. CCR8 is expressed by post-positive selection CD4-lineage thymocytes but is dispensable for central tolerance induction. *PLoS ONE***13**, e0200765 (2018).30024927 10.1371/journal.pone.0200765PMC6053179

[32] Daley, S. R. et al. *Rasgrp1* mutation increases naive T-cell CD44 expression and drives mTOR-dependent accumulation of Helios^+^ T cells and autoantibodies. *eLife***2**, e01020 (2013).24336796 10.7554/eLife.01020PMC3858598

[33] Rosenlehner, T. et al. Reciprocal regulation of mTORC1 signaling and ribosomal biosynthesis determines cell cycle progression in activated T cells. *Sci. Signal.***17**, eadi8753 (2024).39436996 10.1126/scisignal.adi8753

[34] Nishimura, H., Nose, M., Hiai, H., Minato, N. & Honjo, T. Development of lupus-like autoimmune diseases by disruption of the PD-1 gene encoding an ITIM motif-carrying immunoreceptor. *Immunity***11**, 141–151 (1999).10485649 10.1016/s1074-7613(00)80089-8

[35] Watanabe, N. et al. BTLA is a lymphocyte inhibitory receptor with similarities to CTLA-4 and PD-1. *Nat. Immunol.***4**, 670–679 (2003).12796776 10.1038/ni944

[36] Surh, C. D. & Sprent, J. Homeostasis of naive and memory T cells. *Immunity***29**, 848–862 (2008).19100699 10.1016/j.immuni.2008.11.002

[37] Barton, G. M. & Rudensky, A. Y. Requirement for diverse, low-abundance peptides in positive selection of T cells. *Science***283**, 67–70 (1999).9872742 10.1126/science.283.5398.67

[38] Matson, C. A. et al. CD5 dynamically calibrates basal NF-κB signaling in T cells during thymic development and peripheral activation. *Proc. Natl Acad. Sci. USA***117**, 14342–14353 (2020).32513716 10.1073/pnas.1922525117PMC7322041

[39] Miller, M. L. et al. Basal NF-κB controls IL-7 responsiveness of quiescent naive T cells. *Proc. Natl Acad. Sci. USA***111**, 7397–7402 (2014).24799710 10.1073/pnas.1315398111PMC4034246

[40] Sinclair, C., Saini, M., Schim van der Loeff, I., Sakaguchi, S. & Seddon, B. The long-term survival potential of mature T lymphocytes is programmed during development in the thymus. *Sci. Signal.***4**, ra77 (2011).22087033 10.1126/scisignal.2002246

[41] Marrack, P. & Kappler, J. The T cell receptor. *Science***238**, 1073–1079 (1987).3317824 10.1126/science.3317824

[42] Marrack, P., Ignatowicz, L., Kappler, J. W., Boymel, J. & Freed, J. H. Comparison of peptides bound to spleen and thymus class II. *J. Exp. Med.***178**, 2173–2183 (1993).8245790 10.1084/jem.178.6.2173PMC2191300

[43] Kincaid, E. Z., Murata, S., Tanaka, K. & Rock, K. L. Specialized proteasome subunits have an essential role in the thymic selection of CD8^+^ T cells. *Nat. Immunol.***17**, 938–945 (2016).27294792 10.1038/ni.3480PMC4955723

[44] Ebert, P. J., Jiang, S., Xie, J., Li, Q. J. & Davis, M. M. An endogenous positively selecting peptide enhances mature T cell responses and becomes an autoantigen in the absence of microRNA miR-181a. *Nat. Immunol.***10**, 1162–1169 (2009).19801983 10.1038/ni.1797PMC3762483

[45] Lo, W. L. et al. An endogenous peptide positively selects and augments the activation and survival of peripheral CD4^+^ T cells. *Nat. Immunol.***10**, 1155–1161 (2009).19801984 10.1038/ni.1796PMC2764840

[46] Parigiani, M. A. et al. Conditional gene targeting reveals cell type-specific roles of the lysosomal protease cathepsin L in mammary tumor progression. *Cancers***12**, 2004 (2020).32707827 10.3390/cancers12082004PMC7463523

[47] Roth, W. et al. Cathepsin L deficiency as molecular defect of furless: hyperproliferation of keratinocytes and pertubation of hair follicle cycling. *FASEB J.***14**, 2075–2086 (2000).11023992 10.1096/fj.99-0970com

[48] Klein, L., Klein, T., Ruther, U. & Kyewski, B. CD4 T cell tolerance to human C-reactive protein, an inducible serum protein, is mediated by medullary thymic epithelium. *J. Exp. Med.***188**, 5–16 (1998).9653079 10.1084/jem.188.1.5PMC2525550

[49] Wang, L. et al. Epitope-specific tolerance modes differentially specify susceptibility to proteolipid protein-induced experimental autoimmune encephalomyelitis. *Front. Immunol.***8**, 1511 (2017).29170668 10.3389/fimmu.2017.01511PMC5684123

[50] Weber, K. S. et al. Distinct CD4^+^ helper T cells involved in primary and secondary responses to infection. *Proc. Natl Acad. Sci. USA***109**, 9511–9516 (2012).22645349 10.1073/pnas.1202408109PMC3386110

[51] Kaye, J., Vasquez, N. J. & Hedrick, S. M. Involvement of the same region of the T cell antigen receptor in thymic selection and foreign peptide recognition. *J. Immunol.***148**, 3342–3353 (1992).1316916

[52] Barnden, M. J., Allison, J., Heath, W. R. & Carbone, F. R. Defective TCR expression in transgenic mice constructed using cDNA-based α- and β-chain genes under the control of heterologous regulatory elements. *Immunol. Cell. Biol.***76**, 34–40 (1998).9553774 10.1046/j.1440-1711.1998.00709.x

[53] Zuklys, S. et al. Stabilized β-catenin in thymic epithelial cells blocks thymus development and function. *J. Immunol.***182**, 2997–3007 (2009).19234195 10.4049/jimmunol.0713723

[54] Zijlstra, M. et al. β_2_-Microglobulin deficient mice lack CD4–8^+^ cytolytic T cells. *Nature***344**, 742–746 (1990).2139497 10.1038/344742a0

[55] Cosgrove, D. et al. Mice lacking MHC class II molecules. *Cell***66**, 1051–1066 (1991).1909605 10.1016/0092-8674(91)90448-8

[56] Mombaerts, P. et al. RAG-1-deficient mice have no mature B and T lymphocytes. *Cell***68**, 869–877 (1992).1547488 10.1016/0092-8674(92)90030-g

[57] Klugmann, M. et al. Assembly of CNS myelin in the absence of proteolipid protein. *Neuron***18**, 59–70 (1997).9010205 10.1016/s0896-6273(01)80046-5

[58] Mombaerts, P. et al. Mutations in T-cell antigen receptor genes α and β block thymocyte development at different stages. *Nature***360**, 225–231 (1992).1359428 10.1038/360225a0

[59] Lahl, K. et al. Selective depletion of Foxp3^+^ regulatory T cells induces a scurfy-like disease. *J. Exp. Med.***204**, 57–63 (2007).17200412 10.1084/jem.20061852PMC2118432

[60] Kouskoff, V., Signorelli, K., Benoist, C. & Mathis, D. Cassette vectors directing expression of T cell receptor genes in transgenic mice. *J. Immunol. Methods***180**, 273–280 (1995).7714342 10.1016/0022-1759(95)00002-r

[61] Verdoes, M. et al. Improved quenched fluorescent probe for imaging of cysteine cathepsin activity. *J. Am. Chem. Soc.***135**, 14726–14730 (2013).23971698 10.1021/ja4056068PMC3826460

[62] Nakagawa, T. Y. et al. Impaired invariant chain degradation and antigen presentation and diminished collagen-induced arthritis in cathepsin S null mice. *Immunity***10**, 207–217 (1999).10072073 10.1016/s1074-7613(00)80021-7

[63] Miyazaki, T. et al. Mice lacking H2-M complexes, enigmatic elements of the MHC class II peptide-loading pathway. *Cell***84**, 531–541 (1996).8598040 10.1016/s0092-8674(00)81029-6

[64] Rudensky, A., Rath, S., Preston-Hurlburt, P., Murphy, D. B. & Janeway, C. A. Jr. On the complexity of self. *Nature***353**, 660–662 (1991).1656278 10.1038/353660a0

[65] Seedhom, M. O., Hickman, H. D., Wei, J., David, A. & Yewdell, J. W. Protein translation activity: a new measure of host immune cell activation. *J. Immunol.***197**, 1498–1506 (2016).27385780 10.4049/jimmunol.1600088PMC4976027

[66] Nelson, R. W. et al. T cell receptor cross-reactivity between similar foreign and self peptides influences naive cell population size and autoimmunity. *Immunity***42**, 95–107 (2015).25601203 10.1016/j.immuni.2014.12.022PMC4355167

[67] Moon, J. J. et al. Naive CD4^+^ T cell frequency varies for different epitopes and predicts repertoire diversity and response magnitude. *Immunity***27**, 203–213 (2007).17707129 10.1016/j.immuni.2007.07.007PMC2200089

[68] Dossinger, G. et al. MHC multimer-guided and cell culture-independent isolation of functional T cell receptors from single cells facilitates TCR identification for immunotherapy. *PLoS ONE***8**, e61384 (2013).23637823 10.1371/journal.pone.0061384PMC3637308

[69] Alamyar, E., Duroux, P., Lefranc, M. P. & Giudicelli, V. IMGT tools for the nucleotide analysis of immunoglobulin (IG) and T cell receptor (TR) V-(D)-J repertoires, polymorphisms, and IG mutations: IMGT/V-QUEST and IMGT/HighV-QUEST for NGS. *Methods Mol. Biol.***882**, 569–604 (2012).22665256 10.1007/978-1-61779-842-9_32

[70] Chao, A. et al. Rarefaction and extrapolation with Hill numbers: a framework for sampling and estimation in species diversity studies. *Ecol. Monogr.***84**, 45–67 (2014).

# Supplementary material for: Cathepsin L-dependent positive selection shapes clonal composition and functional fitness of CD4+ T cells
**Source:** Nat Immunol. 2025 Jun 13;26(7):1127–38. doi: 10.1038/s41590-025-02182-y

# Cathepsin L-dependent positive selection shapes clonal composition and functional fitness of CD4<sup>+</sup> T cells

In the format provided by the  
authors and unedited

## Supplementary Figure 1 - Characterization of *Ctsl*<sup>ΔTEC</sup> mice.

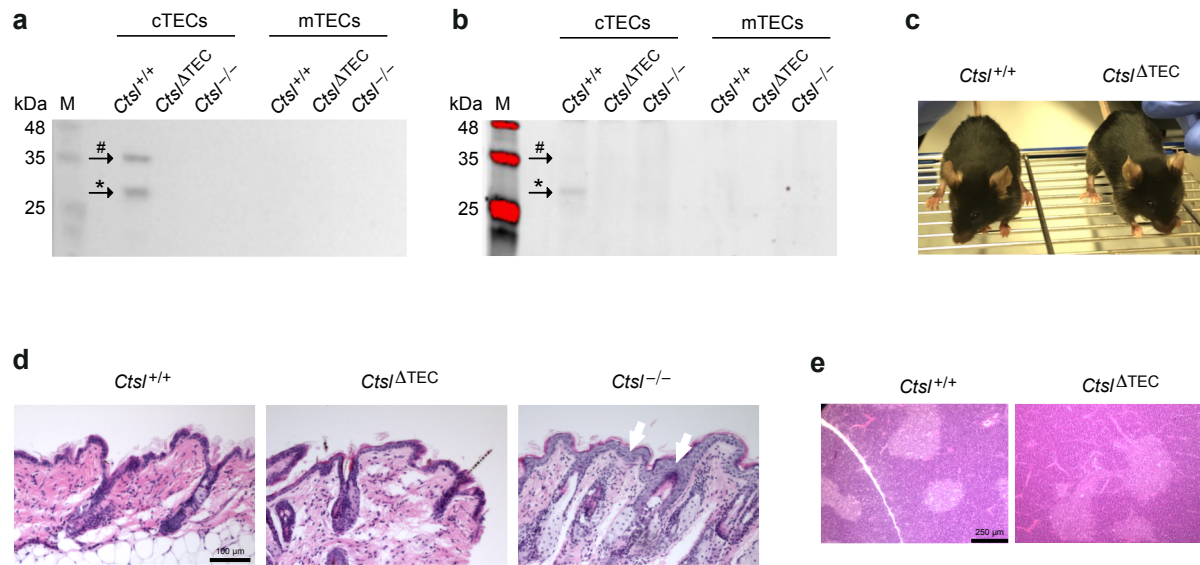

**Characterization of *Ctsl*<sup>ΔTEC</sup> mice.** **(a)** Cell lysates from cTECs and mTECs sorted from 3-week-old *Ctsl*<sup>+/+</sup>, *Ctsl*<sup>ΔTEC</sup> and *Ctsl*<sup>-/-</sup> mice were separated by SDS-PAGE ( $3 \times 10^4$  TECs / lane). Cathepsin L expression was assessed by Western Blot with the polyclonal goat anti-mouse *Ctsl* antibody AF1515. **(b)** *Ctsl* activity was assessed by active-site labelling with the BMV109 probe. Arrows indicate pro-Cathepsin L at around 35 kDa (#) and mature Cathepsin L at around 28 kDa (\*). **(c)** Morphological phenotype of a *Ctsl*<sup>ΔTEC</sup> and a littermate control mouse. **(d)** Hematoxylin and eosin (H&E) staining of paraffin-embedded skin sections from *Ctsl*<sup>+/+</sup>, *Ctsl*<sup>ΔTEC</sup> and *Ctsl*<sup>-/-</sup> mice. White arrows in the *Ctsl*<sup>-/-</sup> sample denote the typical epithelial hyperplasia seen in these mice, but not in *Ctsl*<sup>+/+</sup> or *Ctsl*<sup>ΔTEC</sup> mice. Representative of  $n = 3$  each. **(e)** H&E staining of paraffin embedded thymus sections from *Ctsl*<sup>+/+</sup> and *Ctsl*<sup>ΔTEC</sup> mice. Representative of  $n = 3$  each.

## Supplementary Figure 2 - Flow cytometric gating strategies

### a Gating strategy for cTECs and 'immature' and 'mature' mTECs

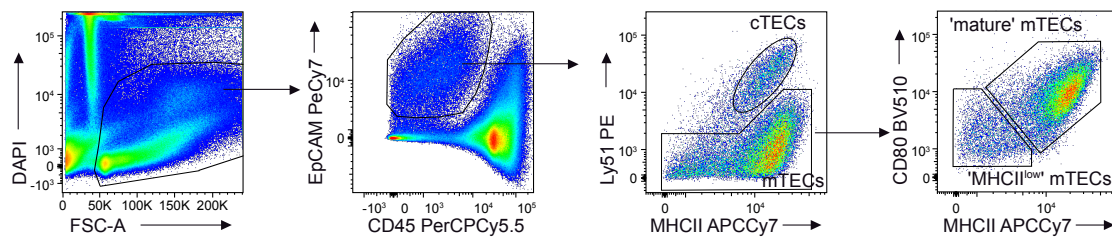

### b Gating strategy for Tet<sup>+</sup> cells in lymph node or spleen cell suspensions (Magnetically enriched for Tet<sup>+</sup> cells)

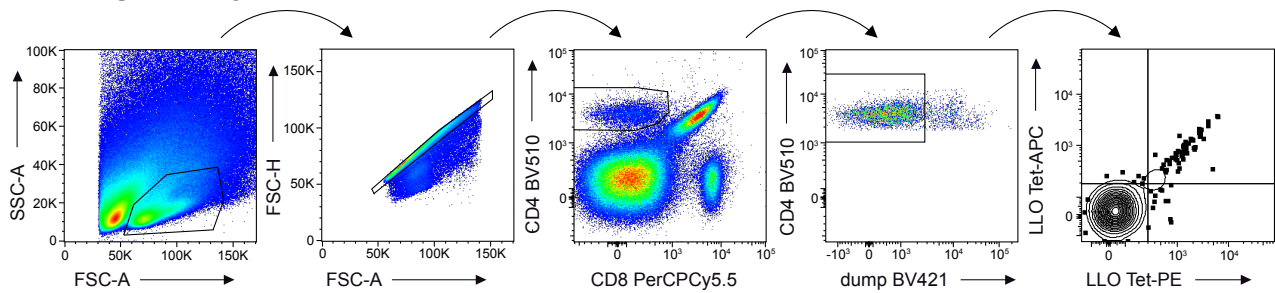

### c Gating strategy for Tet<sup>+</sup> cells in thymus cell suspensions (Magnetically enriched for Tet<sup>+</sup> cells)

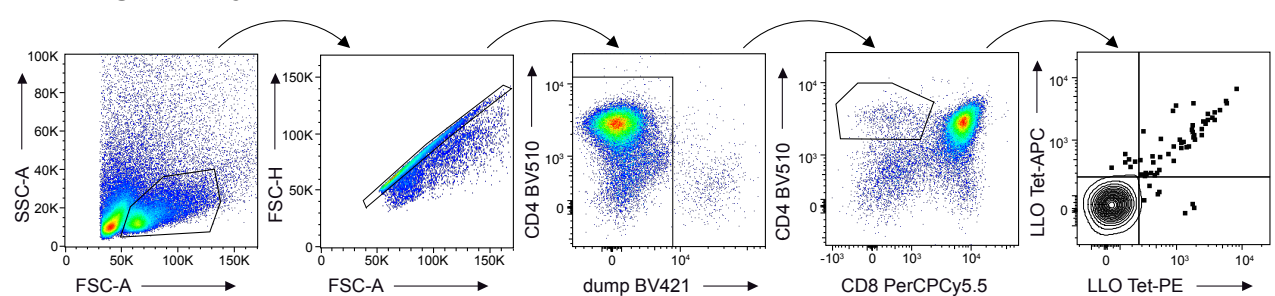

**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

# Supplementary material for: Cathepsin L-dependent positive selection shapes clonal composition and functional fitness of CD4+ T cells
**Source:** Nat Immunol. 2025 Jun 13;26(7):1127–38. doi: 10.1038/s41590-025-02182-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data was acquired using FACSDiva v6.2 (BD Bioscience).<br>Microscopy images were acquired with LAS X Office v1.4.6 (Leica microsystems).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | All analyses are described in the relevant section of the Methods.<br>Flow cytometry data were analysed with FlowJo v10.9.0.<br>TCR analyses:<br>Raw data were de-multiplexed and FASTQ files for each sample were generated using the bcl2fastq software (Illumina).The CLC Genomics Workbench software (v23.0.3) provided by Qiagen was used to generate clonotype reads. TCRα sequencing data were analysed with RStudio (2024.04.2+764), using the R packages iNEXT (Versions 2.0.20 and 3.0.1) and abdiv (Version 0.2.0). An executable capsule containing code and bulk TCRseq data is available at <a href="https://doi.org/10.24433/CO.5359169.v1">https://doi.org/10.24433/CO.5359169.v1</a> .<br>RNAseq:<br>Expression quantification was performed using kallisto (version 0.48) with Ensembl release version 106 for M. musculus. In R/Bioconductor, expression data were collapsed from isoform to gene level for downstream processing. Differential expression was assessed using DESeq2 (version 1.36). Gene Set Enrichment analyses were conducted using fgsea (version 1.22).<br>Statistical analyses were performed with GraphPad Prism v9. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data from this study have been deposited at the GEO and will be publicly available from the date of publication. The accession numbers are GSE269202 for bulk TCRseq data (relating to Figs. 3c-g and 5b-e) and GSE269197 for RNAseq data (relating to Figs. 7 a,b,f). Source data referring to bulk and single-cell TCRseq datasets and bulk RNAseq are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n.a.

Reporting on race, ethnicity, or other socially relevant groupings

n.a.

Population characteristics

n.a.

Recruitment

n.a.

Ethics oversight

n.a.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

In a single experiment, at least three biological replicates were used, with the exception of stimulated samples in Fig.6f. As the present study was of exploratory character, no sample size calculation was performed. In general, for these types of experiments, we aim for a group size of 7 each (Allgoewer and Mayer, 2007). When smaller sample sizes were used, the sample size was determined based on previous work or the experience from the first experimental replicate. Moreover, data was collected in repeated independent experiments.

Data exclusions

No data were excluded.

Replication

All major experiments were repeated at least once (as detailed in the figure legends) and replications were successful. The replication number of each experiment is included in the legends.

Randomization

Randomization is not relevant to this study as samples in each experiment were treated uniformly and the same data analysis procedure was applied to all samples of the same experiment.

Blinding

Investigators were not blinded in this study because all results presented are based on quantitative analysis, which is not subject to human biases.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Antibody, catalogue #, clone #, supplier

anti-CD28, #BE0015-1, 37.51, Bio X Cell  
 anti-CD4 BV510, 100559, RM4-5, Biolegend  
 anti-CD4 biotinylated, 100508, RM4-5, Biolegend  
 anti-CD8α PeCy7, 100722, 53-6.7, Biolegend  
 anti-CD8α PerCPy5.5, 100734, 53-6.7, Biolegend  
 anti-CD8α biotinylated, 100704, 53-6.7, Biolegend  
 anti-CD326/Ep-CAM PeCy7, 118216, G8.8, Biolegend  
 anti-Ly51 Alexa647, 108312, 6C3, Biolegend  
 anti-Ly51 PE, 108308, 6C3, Biolegend  
 anti-CD80 PE, 104708, 16-10A1, Biolegend  
 anti-CD5 Alexa647, 100614, 53-7.3, Biolegend  
 anti-CD5 PE, 100608, 53-7.3, Biolegend  
 anti-CD5 BV421, 100617, 53-7.3, Biolegend  
 anti-TCRβ APC, 109212, H57-597, Biolegend  
 anti-CD69 PE, 104508, H1.2F3, Biolegend  
 anti-CD69 BV421, 104527, H1.2F3, Biolegend  
 anti-CD69 PeCy7, 104512, H1.2F3, Biolegend  
 anti-CD69 BV711, 104537, H1.2F3, Biolegend  
 anti-H-2Kb FITC, 116505, AF6-88.5, Biolegend  
 anti-H-2Kb BV786, 742863, AF6-88.5, BD  
 anti-CD45.1 Alexa647, 110720, A20, Biolegend  
 anti-CD45.1 FITC, 110706, A20, Biolegend  
 anti-CD45.1 BV421, 110731, A20, Biolegend  
 anti-CD45.2 Alexa647, 109818, 104, Biolegend  
 anti-CD45.2 FITC, 109806, 104, Biolegend  
 anti-CD45.2 BV421, 109832, 104, Biolegend  
 anti-CD44 BV421, 103039, IM7, Biolegend  
 anti-CD44 APC, 103012, IM7, Biolegend  
 anti-CD25 PeCy7, 102016, PC61, Biolegend  
 anti-CD62L FITC, 104406, MEL-14, Biolegend  
 anti-CD62L APCCy7, 104428, MEL-14, Biolegend  
 anti-TCRα2 APCCy7, 127818, B20.1, Biolegend  
 anti-TCRα2 BV711, 743832, B20.1, BD  
 anti-TCRβ5 FITC, 139513, MR9-4, Biolegend  
 anti-CD127/IL-7Rα PE, 135010, A7R34, Biolegend  
 anti-CD127/IL-7Rα Alexa488, 135018, A7R34, Biolegend  
 anti-CCR7 PE, 120106, 4B12, Biolegend  
 anti-I-A/I-E APCCy7, 107628, M5/114.15.2, Biolegend  
 anti-CLIP:I-Ab FITC, sc-53946 FITC, 15G4, Santa Cruz Biotechnology  
 anti-nonCLIP:I-Ab APC, no cat#, BP107.2.2, hybridoma gift from A. Rudensky (Memorial Sloan Kettering Cancer Center)  
 anti-Ea52-68:I-Ab FITC, Y-Ae, hybridoma gift from B. Kyeswki (German Cancer Research Center)  
 anti-Nur77 PE, 12-5965-82, 12.14, eBioscience  
 anti-Bcl2 PE, 633508, BCL/10C4, Biolegend  
 anti-CD11b PeCy7, 101216, M1/70, Biolegend  
 anti-CD11b biotinylated, 101204, M1/70, Biolegend  
 anti-CD11c PeCy7, 117318, N418, Biolegend  
 anti-CD11c biotinylated, 117304, N418, Biolegend  
 anti-B220 PeCy7, 103222, RA3-6B2, Biolegend  
 anti-B220 biotinylated, 103204, RA3-6B2, Biolegend  
 anti-F4/80 PeCy7, 123114, BM8, Biolegend  
 anti-F4/80 biotinylated, 123106, BM8, Biolegend  
 anti-Gr1 biotinylated, 108404, RB6-8C5, Biolegend  
 goat anti-mouse Cathepsin L polyclonal IgG, AF1515, R&D  
 mouse anti-goat HRP-conjugated polyclonal IgG, RRID: AB\_2339057, 205-035-108, Jackson ImmunoResearch  
 mouse anti-mouse β-actin, A2228, AC-15, Sigma

## Validation

The antibodies used in this study were used according to the manufacturer's recommendation. Validation was based on the description provided on the manufacturers' homepage. Prior to use in experiments, all fluorochrome-labelled antibodies were titrated using a dilution series on respective antigen positive cells to determine optimal working dilution and performance.

## Antibody (clone) Validation:

anti-CD28, <https://bioxcell.com/invivomab-anti-mouse-cd28-be0015-1>  
 anti-CD4 (RM4-5) <https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-mouse-cd4-antibody-7991>  
<https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-mouse-cd4-antibody-7991>  
<https://www.biolegend.com/de-de/products/brilliant-violet-510-anti-mouse-cd4-antibody-7991>  
 anti-CD8α (53-7.3) <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd8a-antibody-1906>  
 anti-CD326/Ep-CAM (G8.8) <https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303>  
 anti-Ly51 (6C3) <https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-ly-51-antibody-3310>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-ly-51-antibody-3310>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-ly-51-antibody-3310>  
 anti-CD80 (16-10A1) <https://www.biolegend.com/de-de/products/pe-anti-mouse-cd80-antibody-43?GroupID=BLG1851>  
 anti-CD5 (53-7.3) <https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd5-antibody-3199>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd5-antibody-3199>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd5-antibody-3199>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd5-antibody-3199>  
 anti-TCRβ (H57-597) <https://www.biolegend.com/de-de/products/apc-anti-mouse-tcr-beta-chain-antibody-268>  
 anti-CD69 (H1.2F3) <https://www.biolegend.com/de-de/products/pe-anti-mouse-cd69-antibody-265>  
<https://www.biolegend.com/de-de/products/pe-anti-mouse-cd69-antibody-265>  
<https://www.biolegend.com/de-de/products/pe-anti-mouse-cd69-antibody-265>  
<https://www.biolegend.com/de-de/products/pe-anti-mouse-cd69-antibody-265>  
 anti-H-2Kb (F6-88.5) <https://www.biolegend.com/de-de/products/fitc-anti-mouse-h-2kb-antibody-1748>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-h-2kb-antibody-1748>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-h-2kb-antibody-1748>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-h-2kb-antibody-1748>  
 anti-H-2Kb (AF6-88.5) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-mouse-h-2kb.742863>  
<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-mouse-h-2kb.742863>  
<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-mouse-h-2kb.742863>  
<https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-mouse-anti-mouse-h-2kb.742863>  
 anti-CD45.1 (A20) <https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-1-antibody-3104>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-1-antibody-3104>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-1-antibody-3104>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-1-antibody-3104>  
 anti-CD45.2 (104) <https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-2-antibody-3107>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-2-antibody-3107>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-2-antibody-3107>  
<https://www.biolegend.com/de-de/products/alexa-fluor-647-anti-mouse-cd45-2-antibody-3107>  
 anti-CD44 (IM7) <https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-human-cd44-antibody-7225>  
<https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-human-cd44-antibody-7225>  
<https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-human-cd44-antibody-7225>  
<https://www.biolegend.com/de-de/products/brilliant-violet-421-anti-mouse-human-cd44-antibody-7225>  
 anti-CD25 (PC61) <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd25-antibody-1929>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd25-antibody-1929>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd25-antibody-1929>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd25-antibody-1929>  
 anti-CD62L (MEL-14) <https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd62l-antibody-384>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd62l-antibody-384>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd62l-antibody-384>  
<https://www.biolegend.com/de-de/products/fitc-anti-mouse-cd62l-antibody-384>  
 anti-TCRα2 (B20.1) <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-tcr-valpha2-antibody-7016>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-tcr-valpha2-antibody-7016>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-tcr-valpha2-antibody-7016>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-tcr-valpha2-antibody-7016>  
 anti-IL-18 (M5/114.15.2) <https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-il-18-antibody-5966>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-il-18-antibody-5966>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-il-18-antibody-5966>  
<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-il-18-antibody-5966>  
 anti-CLIP-1 (15G4) <https://www.scbt.com/p/mhc-class-ii-antibody-15g4>  
<https://www.scbt.com/p/mhc-class-ii-antibody-15g4>  
<https://www.scbt.com/p/mhc-class-ii-antibody-15g4>  
<https://www.scbt.com/p/mhc-class-ii-antibody-15g4>  
 anti-Nur77 (12.14) <https://www.thermofisher.com/antibody/product/Nur77-Antibody-clone-12-14-Monoclonal/12-5965-82>  
<https://www.thermofisher.com/antibody/product/Nur77-Antibody-clone-12-14-Monoclonal/12-5965-82>  
<https://www.thermofisher.com/antibody/product/Nur77-Antibody-clone-12-14-Monoclonal/12-5965-82>  
<https://www.thermofisher.com/antibody/product/Nur77-Antibody-clone-12-14-Monoclonal/12-5965-82>  
 anti-Bcl2 (BCL10C4) <https://www.biolegend.com/de-de/products/pe-anti-bcl-2-antibody-6466>  
<https://www.biolegend.com/de-de/products/pe-anti-bcl-2-antibody-6466>  
<https://www.biolegend.com/de-de/products/pe-anti-bcl-2-antibody-6466>  
<https://www.biolegend.com/de-de/products/pe-anti-bcl-2-antibody-6466>  
 anti-CD11b (M1/70) <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>  
 anti-CD11c (N418) <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>  
 anti-B220 (RA3-6B2) <https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>  
<https://www.biolegend.com/de-de/products/pe-cyanine7-anti-mouse-human-cd45r-b220-antibody-1930>  
 anti-F4/80 (BM8) <https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070>  
<https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070>  
<https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070>  
<https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070>  
 anti-Gr1 (RB6-8C5) <https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4066>  
<https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4066>  
<https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4066>  
<https://www.biolegend.com/de-at/products/pe-cyanine7-anti-mouse-f4-80-antibody-4066>  
 goat anti-mouse Cathepsin L polyclonal IgG (AF1515) [https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody\\_af1515](https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody_af1515)  
[https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody\\_af1515](https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody_af1515)  
[https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody\\_af1515](https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody_af1515)  
[https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody\\_af1515](https://www.rndsystems.com/products/mouse-rat-cathepsin-l-antibody_af1515)  
 mouse anti-goat HRP-conjugated polyclonal IgG (205-035-108) <https://www.jacksonimmuno.com/catalog/products/205-035-108>  
<https://www.jacksonimmuno.com/catalog/products/205-035-108>  
<https://www.jacksonimmuno.com/catalog/products/205-035-108>  
<https://www.jacksonimmuno.com/catalog/products/205-035-108>  
 mouse anti-mouse β-actin (AC-15) <https://www.sigmaaldrich.com/EE/en/product/sigma/a2228>  
<https://www.sigmaaldrich.com/EE/en/product/sigma/a2228>  
<https://www.sigmaaldrich.com/EE/en/product/sigma/a2228>  
<https://www.sigmaaldrich.com/EE/en/product/sigma/a2228>  
 rabbit anti-mouse HRP-conjugated polyclonal IgG (P0260) <https://www.agilent.com/en/product/specific-proteins/elisa-kits-accessories/rabbit-anti-mouse-immunoglobulins-hrp-solid-phase-absorbed-2717115>  
<https://www.agilent.com/en/product/specific-proteins/elisa-kits-accessories/rabbit-anti-mouse-immunoglobulins-hrp-solid-phase-absorbed-2717115>  
<https://www.agilent.com/en/product/specific-proteins/elisa-kits-accessories/rabbit-anti-mouse-immunoglobulins-hrp-solid-phase-absorbed-2717115>  
<https://www.agilent.com/en/product/specific-proteins/elisa-kits-accessories/rabbit-anti-mouse-immunoglobulins-hrp-solid-phase-absorbed-2717115>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All mice used were on a C57BL/6J background except for F1 B6 x BALB/c in Fig. 1g and were maintained under specific pathogen-free conditions in individually ventilated cages at an ambient temperature of 22°C and 55% humidity with standard light cycle conditions. Ctsl<sup>fl/fl</sup>, Ctsl<sup>-/-</sup>, TCR-Dep, C2TAKd, TCR-PLP1, TCR-LLO56 and TCR-LLO118, TCR-AND and TCR-AD10, TCR-OT-II, Foxn1-Cre, MHCII<sup>-/-</sup> (B2m<sup>-/-</sup>), MHCII<sup>-/-</sup> (H2-Ab1<sup>-/-</sup>), Rag1<sup>-/-</sup>, Plp1<sup>-/-</sup>, TCRα<sup>-/-</sup> and Foxp3GFP reporter (DEREG) mice were previously reported. Lm6, Lm54 and Fixed-β transgenic mice were generated by injection of linearized DNA (encoding the V(D)J regions of the respective TCRs

identified by single cell TCR sequencing) into pronuclei of C57BL/6 zygotes. All phenotypic analyses were performed in mice of 8–12 weeks of age, unless otherwise indicated.

#### Wild animals

No wild animals were used in this study

#### Reporting on sex

Sex-matched controls were used whenever possible. Results presented include both female and male animals, as no sex-specific effects were observed in the tissues analysed.

#### Field-collected samples

no field collected samples were used in the study.

#### Ethics oversight

Animal studies and procedures were approved by local authorities (Regierung von Oberbayern) and performed under protocol #Vet\_02-22-66.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

n.a.

#### Novel plant genotypes

n.a.

#### Authentication

n.a.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

To obtain single-cell suspensions from thymi, lymph nodes or spleens, organs were dissected, smashed and filtered through a 150µm cell strainer. Splenocytes were additionally subjected to red blood cell lysis by incubation in BD Pharm Lyse™ lysing solution for 5 min at RT.

To obtain single-cell suspensions from the bone marrow, femur and tibia bones were dissected, smashed with the use of mortar and pestle and filtered through a 150µm cell strainer. Cells were then subjected to red blood cell lysis by incubation in BD Pharm Lyse™ lysing solution for 1 min at RT.

For isolation of TECs, thymi were dissected and cut into pieces. Thymocytes were mechanically released by pipetting up and down and the supernatant containing thymocytes was discarded. The thymus fragments were digested with liberase™ (0.5 U/ml; Roche) and DNase I (10 mg/ml; Roche) at 37°C in three consecutive rounds of 15 min. Cells were filtered through a 80µm cell strainer and washed. Cell pellets were re-suspended in 1 ml of high-density Percoll™ (ρ=1.115; GE Healthcare) and overlaid with 1 ml of low-density Percoll (ρ=1.055), followed by a layer of 1 ml RPMI (Gibco). The gradient was centrifuged at 1350 g for 30 min at 4 °C (w/o brake). The upper interphase, containing the low-density cell fraction, was harvested, washed and subjected to CD45 MACS depletion, using CD45 MicroBeads (Miltenyi Biotec).

#### Instrument

Sorts were performed on a FACS Aria Fusion sorter (BD). Samples were acquired on a FACSCantoII or LSRFortessa (BD).

#### Software

Analysis of Flow Cytometry data was performed with FlowJo v10.9.0.

#### Cell population abundance

Post-sort purity was determined by re-acquiring and recording aliquots of the sorted populations. Sorted populations were typically 90-99% pure.

## Gating strategy

For thymus/LN samples: 1. FSC-A/SSC-A to exclude cell debris; 2. FSC-A/FSC-H to retain only singlets; 3. CD4/CD8  
For tetramer-stained cells: 1. FSC-A/SSC-A to exclude cell debris; 2. FSC-A/FSC-H to retain only singlets; 3. dump/CD3 to  
exclude tetramer non specific staining; 4. CD4/CD8; 5. TetAPC/TetPE  
For TECs: 1. DAPI/CD45 to exclude dead and hematopoietic cells; 2. EpCAM/FSC-A to retain only big cells of the epithelial  
lineage; 3. Ly51/MHCII to distinguish cTECs and mTECs; 4. CD80/MHCII to distinguish mTEClo and mTEChi  
Supplementary Fig S2 shows example gating strategies.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

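RNA sequencing of M2 CD4SP thymocytes from *Lm54* Tg mice was analysed in 13 libraries, each from 1 mouse. Unstimulated cells came from 5 *Ctsl* ΔTEC and 4 *Ctsl*+/+ mice, and cells stimulated for 4 h with LLO:I-A b at 1 µg ml-1 and anti-CD28 at 250 ng ml-1 from 2 *Ctsl* ΔTEC and 2 *Ctsl*+/+ mice. Genotype, stimulation and mouse number were taken from the sample labels. The labels describe the control mice as carrying floxed *Ctsl* alleles and the RNA as polyadenylated, whereas the paper writes *Ctsl*+/+ and describes rRNA depletion. Neither difference could be settled from the files.

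The authors quantified transcripts with kallisto against Ensembl release 106 and deposited estimated counts, TPM and effective lengths for each transcript and library. The estimated counts are not normalized. The paper states that values were collapsed to genes and compared with DESeq2 and fgsea. The files do not include that step, so it was repeated here. Of 117497 transcripts in the files, 116397 were paired with a gene through the GENCODE M21 annotation of GRCm38, and the 1100 without a gene took at most 0.461% of the counts of a library. Counts were summed to genes and rounded to whole numbers. Gene coordinates are those of this annotation, which is older than the one used by the authors.

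Unstimulated libraries held 25692380 to 39127833 estimated counts and stimulated libraries 8085463 to 27184520. Between 10646 and 13508 genes per library had at least 10 counts. The shallowest library, from stimulated *Ctsl*+/+ mouse 5, sets the precision of the stimulated comparison. A count of 0 in a library allows up to 3 counts, and where every library of a group had 3 counts or fewer a fold change was computed against that limit. Such limits cover counting error only.

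Genes were compared in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test after TMM normalization, on genes kept by filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.1 as in Fig. 7a. The unstimulated comparison used the 9 unstimulated libraries. The stimulated comparison, the interaction of genotype and stimulation and the response within each genotype used a 4-group model of all 13 libraries. Standard errors were derived from the log2 fold change and the F statistic. Single genes were also compared on log2 CPM, with a prior count of 2, by a two-sided exact permutation test over the 126 splits of 9 mice into 5 and 4.

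Gene sets were tested with fgsea 1.28.0 on genes ranked by the signed square root of F, over sets of 10 to 500 genes and with a threshold of 0.05. Of 1457 Reactome mouse sets supplied with fgsea, the Entrez identifiers were paired with genes for 94.9%. Ribosomal proteins, Myc targets and mTORC1 targets were lists written from general knowledge, because the hallmark collections were not available. Of the 51 genes of the written mRNA export list, 50 were found in the annotation. The same written list stood in for both mRNA processing and splicing. Sets also share genes, so their passes are not independent. After stimulation the processing and splicing sets had the same members with the smallest p. Without stimulation *Rpsa* and *Rplp0* were among those of ribosomal proteins, translation initiation and translation elongation. camera, with a preset correlation of 0.01, and fry of limma 3.58.1 served as other set tests.

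The comparisons, their main settings, 19 alternative settings and the rule for naming genes were fixed before the data were examined, and 5 settings were added later. The alternatives included DESeq2 1.42.0 with its size factors, other normalizations and count filters, an offset for transcript length, protein-coding genes alone, date or mouse number as a factor, other rankings and set tests, and 13 fits that each left out 1 mouse. The settings added after seeing the data were covariates for Y-linked transcripts over 9 and over 13 libraries, a covariate for the share of counts on retained-intron transcripts, thinning of all libraries to the smallest total, and DESeq2 over all 13 libraries. A planned covariate for *Xist* was not run because the files do not list this gene.

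Named genes are those the paper names, *Ctsl*, *Foxn1*, *Rag1*, *Rag2* and *Cd4* as checks of the design, Y-linked genes, genes of proteins measured by flow cytometry, and the genes with the largest fold changes in each direction. These last were 5 per direction for unstimulated cells and 3 per direction for stimulated cells and the interaction. They were chosen among genes past the threshold with a mean of at least 1 log2 CPM and no overlap between groups, and 3 members with the smallest p were taken per gene set. Chance alone separates 5 mice from 4 without overlap for 1.59% of genes and 2 from 2 for 33.3%. Lists of markers of DP, semimature, mature, CD8-lineage, myeloid, erythroid, thymic epithelial and regulatory T cells and of activation genes were written before the tests.

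The methods were tested on simulated data with 200 changed genes. edgeR recovered 199 of them for 5 against 4 libraries with 25 false calls, 180 for 2 against 2, and 157 for the interaction, and DESeq2 recovered 199 for 5 against 4 with 40 false calls. Of 202 simulated sets, the 2 changed ones were recovered. Genes were drawn independently and changed 2-fold, so the simulation says nothing on sets of correlated genes or small changes.

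Flow cytometry and TCR repertoire experiments are not covered by these files. The paper's table of unstimulated genes was available for 1437 of its 23351 genes, so no overlap with it was computed. Some single genes are not reported here.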

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

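Each result here stood out as 1 mouse far from the others of its group, as a difference between genotypes that changed on stimulation, or as a transcript that the paper's text does not discuss in these cells. The other tests named here were planned before their outcome was seen, and how far each one excludes an explanation was settled afterwards. The added settings (thinning, and leaving out stimulated mice from the interaction) and the test on abundant epithelial transcripts were chosen after the first results were seen.

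Among 62 groups of 4 or 5 unstimulated mice, 4 held a mouse far from the others, and chance gives 3.1. In *Ctsl* ΔTEC mouse 2, 15.9% of TPM fell on ribosomal protein genes, against 18.5% to 19.5% in the other 4 *Ctsl* ΔTEC mice. *Ccr8* was at −3.44 log2 CPM in *Ctsl* ΔTEC mouse 4, where it rests on 1 estimated count, against −2.399 to −2.199 in the others. *Tmie* was at 4.81 in *Ctsl*+/+ mouse 2 against 5.55 to 5.63, and *Nr4a1* at 7.06 in *Ctsl*+/+ mouse 4 against 5.70 to 5.84. The number is close to that given by chance, and neither a technical nor a biological explanation was tested for these 4 values.

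The difference between genotypes in translation transcripts changed on stimulation. The interaction NES in fgsea was 2.79 for ribosomal proteins, 2.77 for translation elongation, 2.17 for translation initiation and 2.16 for Myc targets, with adjusted p of 3.0e-11, 3.0e-11, 1.8e-06 and 7.6e-05. Sequencing depth is argued against for ribosomal proteins, because the NES was 2.70 after all libraries were thinned to the smallest total. A single library is a candidate explanation, because without stimulated *Ctsl*+/+ mouse 6 the NES of ribosomal proteins was −1.25, and with each other stimulated mouse left out it lay between 1.87 and 3.44. In fry these 4 sets did not pass, with adjusted p from 0.570 to 0.861, whereas in camera all 4 did, with adjusted p from 0.00649 to 0.00946. Sex stays open for this and the other interactions given here. High Y-linked transcripts were unevenly spread between genotypes before stimulation and evenly after it, and no interaction was fitted with the Y-linked covariate. Genotype and stimulation remain an untested biological explanation.

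Metabolic sets differed more between genotypes after stimulation, with an interaction NES of −1.94 for mTORC1 targets, −1.95 for cholesterol biosynthesis and −1.68 for fatty acid metabolism. The NES stayed below 0 with each stimulated mouse left out, between −2.41 and −1.30, −2.25 and −1.83, and −1.82 and −1.41. After thinning it was −2.02, −2.05 and −1.52, and the last no longer passed (adjusted p = 0.0960, fgsea). In fry only fatty acid metabolism passed among these 3. In camera it did not pass (adjusted p = 0.391), whereas mTORC1 targets (adjusted p = 0.0200) and cholesterol biosynthesis (adjusted p = 0.00132) did. The stimulated libraries share 1 date, so no effect of date on the response could be separated. Sex also stays open, and so does an untested biological explanation by genotype.

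Sets for mRNA processing and splicing had an interaction NES of 1.70 and 1.65. In stimulated cells alone, a lower depth does not account for the higher scores, because the NES of splicing was 1.60 after thinning, and its adjusted p of 0.0161 then passed. Whether 1 library carries the scores cannot be told apart from a difference between genotypes with 2 mice each. Without stimulated *Ctsl*+/+ mouse 6 the lowest of the 3 scores was 0.73, of the same sign. No p is given for fits that leave a group of 1.

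For 6 genes chosen by fold change and for 3 others that the paper names, the difference between genotypes changed on stimulation in edgeR's quasi-likelihood test. *Exosc6* had an interaction log2 fold change of 3.95 (adjusted p = 0.0385, edgeR), *Ccr8* of 3.02 (adjusted p = 0.0172, edgeR) and *Edaradd* of −4.50 (adjusted p = 0.0136, edgeR). *Cd5* had one of 0.78 (adjusted p = 0.0339, edgeR), *Cd6* of 0.71 (adjusted p = 0.0183, edgeR) and *Slc16a5* of −0.99 (adjusted p = 0.0654, edgeR). 3 genes had a group at or under 3 counts, so only limits are given. *Fgfbp3* (interaction adjusted p = 0.0619, edgeR) was at least 7.64-fold higher in stimulated *Ctsl* ΔTEC than *Ctsl*+/+ cells. *Cd163l1* (adjusted p = 0.0212, edgeR) was at least 13.5-fold lower, and *H2-Oa* (adjusted p = 0.00389, edgeR) at least 5.50-fold lower. *Exosc6*, *Ccr8*, *Edaradd*, *Fgfbp3*, *Cd163l1* and *H2-Oa* were selected for large values among 738 candidates. *Exosc6* was at 0 and 1.16 CPM in the stimulated *Ctsl*+/+ libraries and *Fgfbp3* at 0 in both, and no explanation was tested for the single genes.

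*Ctsl* transcripts, which the paper's text does not discuss in these cells, were at 14.1 ± 2.54 CPM (SD, n = 5) in unstimulated *Ctsl* ΔTEC and 7.77 ± 1.45 (SD, n = 4) in *Ctsl*+/+ cells. The log2 fold change was 0.85 (standard error 0.16, adjusted p = 0.00436, edgeR), with every *Ctsl* ΔTEC mouse above every *Ctsl*+/+ mouse, and it stayed between 0.74 and 0.93 with each mouse left out. RNA from myeloid or dendritic cells cannot be told apart from expression in T cells. The 13 myeloid markers tested had a median log2 fold change of −0.0673, with 6 higher and 7 lower. *C1qb*, *Csf1r* and *Apoe* were higher past the threshold, while *Ctss* and *Cst3*, the most abundant, were not. Only 4 of the 15 markers listed had a mean of 1 CPM or more. RNA from thymic epithelial cells is argued against. Only 4 of 10 epithelial markers were above 3 counts in most mice, and of these *Epcam* was higher and *Prss16* lower in *Ctsl* ΔTEC cells, and *Ccl25*, the most abundant, was at 9.75 and 8.66 CPM. *Krt5*, *Krt8*, *Krt14*, *Krt18* and *Cxcl12* had means of at most 0.0509 CPM in both genotypes, whereas *Ctsl* rose by 6.31 CPM. A biological difference in T cells stays open and untested.

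*Rag1* transcripts were at 4.62 to 27.3 CPM in *Ctsl* ΔTEC and 2.85 to 5.26 in *Ctsl*+/+ mice, although the mice are *Rag1*-/-. The log2 fold change was 1.81 (standard error 0.48, adjusted p = 0.0332, edgeR), and the values of the genotypes overlap (two-sided exact permutation test, p = 0.0476). Within the second date it was 1.12 and did not pass (adjusted p = 0.164, edgeR), and without *Ctsl* ΔTEC mouse 3 it was 1.37. Over its alternatives the adjusted p ran from 0.00766 to 0.520. Whether these counts come from the disrupted allele could not be tested from counts per transcript, and no other explanation was tested.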

How the results depend on the processing

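The settings with Y-linked or retained-intron covariates, thinning, DESeq2 over all 13 libraries, and leaving out mice from the interaction were chosen after the data were seen, and the others before. Unless a cause is given, the cause of a change was not tested.

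For unstimulated cells, the other normalizations, filters and models gave between 1651 and 2710 genes against 1943, apart from 5 settings. At an adjusted p under 0.05, 1364 genes differed. With mouse number as a block, 1051 genes differed, 1008 of them shared with the 1943. The numbers do not pair mice: over 4 same-number pairs the mean correlation was −0.011 against 0.003 for other pairs, and the block spends degrees of freedom. With the Y-linked covariate 429 genes differed over 9 libraries and 751 over 13, and with the retained-intron share 691. Of the 1943 genes, 415, 699 and 666 were shared. No shared gene changed direction in these settings. The 9 fits that each left out 1 mouse gave 1534 (without *Ctsl*+/+ mouse 2) to 2343 genes (without *Ctsl* ΔTEC mouse 1). For stimulated cells the count stayed between 1663 and 2088 against 1898, except for 1127 genes from the 4 stimulated libraries alone, where fewer samples and genes (11763) were tested, and 1288 at an adjusted p of 0.05. For the interaction it stayed between 643 and 1037 against 856, except for 471 genes at an adjusted p of 0.05, a stricter threshold. DESeq2 gave 29.5% of interaction genes as positive, against 18.8% with edgeR.

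With the Y-linked covariate over 9 libraries, 0 of the 12 sets passed without stimulation, against 6, and 5 had an unadjusted p under 0.05. The NES was −0.41 for ribosomal proteins, −0.65 and −0.36 for translation initiation and elongation, −1.54 for Myc targets, −1.59 for mTORC1 targets and −1.89 for glycolysis. It reversed for cell cycle (1.05), transport (0.83), processing (0.65) and splicing (0.69). Over 13 libraries 0 of the 12 also passed, and 4 had an unadjusted p under 0.05. These NES were −1.13, −1.10, −1.05, −1.55, −1.01 and −1.74, and for the reversed sets 1.17, 0.60, 0.61 and 0.66. The log2 fold change of *Cd69* became 0.0985 and 0.02941, and that of *Nr4a1* 0.26 over 9 libraries. In the unstimulated *Ctsl*+/+ group, high levels of Y-linked transcripts rest on 1 mouse. With the retained-intron share, Myc targets (−1.10) and mTORC1 targets (−1.35) no longer passed, and cell cycle (1.71, adjusted p = 3.1e-05, fgsea), transport (0.70), processing (0.74) and splicing (0.78) reversed.

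Ranking by log2 fold change left 3 sets past the threshold without stimulation, 0 with stimulation (3 at an unadjusted p under 0.05) against 4, and 2 for the interaction against 9. Without stimulation it gave −1.43 for Myc targets, −1.44 for mTORC1 targets, −1.53 for glycolysis and a reversed 0.83 for cell cycle. With stimulation it gave −1.72 for mTORC1 targets, −1.76 for cholesterol biosynthesis, −1.52 for fatty acid metabolism and −1.43 for glycolysis. Here cell cycle (−0.47; −0.53 for the interaction), Myc targets (0.45), ribosomal proteins (1.06) and translation elongation (1.06) and initiation (0.67) reversed.

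With DESeq2's ranking 7 sets passed after stimulation, with transport (1.86), processing (1.70) and splicing (1.67) added, Myc targets reversed (0.96), and fatty acid metabolism passed without stimulation (−1.69). After thinning 7 sets also passed, with transport at 2.04, processing at 1.64, splicing at 1.60 and Myc targets at 0.85. In the 4 stimulated libraries alone these were 1.95, 1.82, 1.79 and 1.02, glycolysis (−1.66) no longer passed, and ribosomal proteins (1.03), elongation (1.07) and initiation (0.57) reversed. With written lists in place of Reactome sets, transport (1.98) passed after stimulation and reversed without it (0.57). The same written list stood for both processing and splicing, and it passed after stimulation (2.03). The length offset gave −1.56 for fatty acid metabolism and 1.01 for Myc targets after stimulation, −0.62 for cell cycle in the interaction and 0.84 for transport without stimulation. Date as a factor gave 0.56 for transport. The mouse-number block gave 0.89 for cell cycle and −1.59, past the threshold, for fatty acid metabolism. Within the second date *Cd69* was at 0.00505.

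In fry without stimulation, adjusted p was 0.233 for ribosomal proteins, 0.220 and 0.163 for elongation and initiation, and 0.0106 for fatty acid metabolism, which then passed. After stimulation transport passed (0.0327), and for the interaction 2 sets passed. Cell cycle had the opposite direction in fry in all 3 comparisons (0.906, 0.708 and 0.861) and in camera without stimulation (0.802). In camera after stimulation, fatty acid metabolism did not pass (0.0607), and Myc targets (0.642), ribosomal proteins (0.931), elongation (0.928) and initiation (0.952) had the opposite direction.

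With each of 9 unstimulated mice left out, the NES ran from −2.09 to −1.56 for Myc targets, which did not pass without *Ctsl*+/+ mouse 4, from −1.86 to −1.59 for mTORC1 targets, which did not pass without *Ctsl* ΔTEC mouse 1, and from −1.64 to −1.43 for fatty acid metabolism, which passed without *Ctsl* ΔTEC mouse 5 at −1.64. It ran from −0.89 to 0.95 for cell cycle, −0.74 to 0.73 for transport, −0.89 to 0.59 for processing and −0.90 to 0.59 for splicing, where the highest values came without *Ctsl*+/+ mouse 4. The log2 fold change ran from −0.68 to 0.10 for *Nr4a1* (without *Ctsl*+/+ mouse 4), −0.19 to 0.0140 for *Pdcd1* (without *Ctsl* ΔTEC mouse 1) and −0.13 to 0.0128 for *Cd69*, above 0 without *Ctsl* ΔTEC mouse 3 or 4 or *Ctsl*+/+ mouse 4.

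With each of 4 stimulated mice left out, no p is given. The NES ran from −2.57 to −1.96 for mTORC1 targets, −2.39 to −2.01 for cholesterol biosynthesis, −1.81 to −1.75 for fatty acid metabolism, −1.97 to −1.75 for glycolysis, 1.61 to 2.00 for transport, 0.80 to 1.99 for processing and 0.73 to 1.93 for splicing. It ran from −1.99 to 2.72 for ribosomal proteins, −1.96 to 2.60 for elongation, −1.94 to 2.08 for initiation and −1.23 to 1.80 for Myc targets, the first value without *Ctsl*+/+ mouse 6 and the second without *Ctsl*+/+ mouse 5. For cell cycle 2 of the 4 fits gave a value, −0.91 (without *Ctsl*+/+ mouse 6) and −0.59 (without *Ctsl* ΔTEC mouse 6). For the interaction it ran from −1.25 to 3.44 for ribosomal proteins, −1.19 to 3.46 for elongation, −1.05 to 3.32 for initiation and −0.91 to 1.19 for cell cycle, again lowest without *Ctsl*+/+ mouse 6 and highest without *Ctsl*+/+ mouse 5. Cell cycle was also below 0 without *Ctsl* ΔTEC mouse 6 or 7.

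Over all settings, 688 values of single genes kept their direction and side of the threshold, 9 reversed, 7 passed no longer and 4 passed newly. Of the gene set values 345 kept both, 64 reversed, 50 passed no longer, 23 passed newly and 20, without a p, moved by more than the SD of the fits that each left out 1 stimulated mouse. The *Xist* covariate was not run, because the files do not list this gene. No counts of genes were made with a stimulated mouse left out, since 1 group then holds 1 library, and *Ccr8* has no value where 10 counts in every library were required. The depth of 8085463 counts in stimulated *Ctsl*+/+ mouse 5 limits the stimulated comparison for genes of low abundance.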

Differences from the paper's values

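The paper's values here were read by eye from its figures, apart from those of its supplementary table. Its gene sets come from collections that were not available, so sets of the same process were scored in their place. The SD of the scores with 1 mouse left out served as the error. A score within this SD of the paper's value is said to have reached it. These fits share most of their mice, so the SD understates the sampling error. It also leaves out reading by eye and unlike gene sets. A gap beyond it therefore does not show a difference from the paper. For mRNA export and processing without stimulation, scores of both signs widen the SD, so reaching the value there is weak evidence of a match.

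The paper's number of genes higher in unstimulated *Ctsl* ΔTEC cells is about 390 in Fig. 7a, read by eye, and 844 were found here. Of the alternatives set before the data were examined, an adjusted p of 0.05 (542 genes) and mouse number as a block (416 genes) came within 1.5 times of it, and no other did. The paper's number of genes lower is about 620 in Fig. 7a, read by eye, against 1099 here. An adjusted p of 0.05 (822), library totals alone (885), the block (635) and leaving out *Ctsl* ΔTEC mouse 3 (922), 4 (888) or 5 (891) or *Ctsl*+/+ mouse 2 (902) or 3 (916) came within 1.5 times of it, and the other alternatives did not. Among settings chosen after seeing the values, the Y-linked covariate over 13 libraries (510) and the retained-intron share (443) did so for the genes lower.

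In unstimulated cells the paper's NES is about −2.6 in Fig. 7b, read by eye, for translation initiation, translation elongation and ribosomal proteins, against −2.33, −2.36 and −2.37 here. Of the alternatives set before the data were examined, the length offset, date as a factor, the mouse-number block and fits without *Ctsl*+/+ mouse 2 or 3 reached it for all 3, with values of −2.55, −2.44, −2.54, −2.48 and −2.55 for initiation. Fits without *Ctsl* ΔTEC mouse 1 or 5 did so for elongation (both −2.45) and ribosomal proteins (−2.46 and −2.41), and DESeq2's ranking for ribosomal proteins (−2.41). The others did not.

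For Myc targets the paper's NES is about −2.1 in Fig. 7b, read by eye, against −1.78, and only the fit without *Ctsl*+/+ mouse 1 (−2.09) reached it. For mTORC1 signaling it is about −1.9 in Fig. 7b, read by eye, against −1.77, and DESeq2's ranking (−1.85) and the fit without *Ctsl* ΔTEC mouse 3 (−1.86) reached it.

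For cholesterol homeostasis without stimulation the paper's NES is about −1.6 in Fig. 7f, read by eye, against −1.40. DESeq2's ranking (−1.47), the written list (−1.44) and fits without *Ctsl* ΔTEC mouse 3 (−1.61) or 4 (−1.49) or *Ctsl*+/+ mouse 4 (−1.52) or 1 (−1.515) reached it, as did the Y-linked covariate over 9 libraries (−1.53), which was chosen after seeing the values. For fatty acid metabolism it is about −1.2 in Fig. 7f, read by eye, against −1.56, and for glycolysis about −1.7 in Fig. 7f, read by eye, against −1.896. None of the alternatives set before the data were examined came within the error of either value, but they lay on both sides of it, with −1.08 from the written list for fatty acid metabolism and −1.53 from ranking by log2 fold change for glycolysis.

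For mRNA export without stimulation the paper's NES is about 1.1 in Fig. 7f, read by eye, against −0.58. The written list (0.57), the length offset (0.84), date as a factor (0.56) and the fit without *Ctsl*+/+ mouse 4 (0.73) reached it. The retained-intron share (0.70) and the Y-linked covariates (0.83 and 0.60), chosen after seeing the values, did too. For mRNA processing it is about 0.9 in Fig. 7f, read by eye, against −0.71. Fits without *Ctsl*+/+ mouse 4 (0.59) or *Ctsl* ΔTEC mouse 2 (0.47) reached it, as did the retained-intron share (0.74) and the Y-linked covariates (0.65 and 0.61), chosen after seeing the values. The other alternatives did not reach either value.

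In stimulated cells the paper's NES for fatty acid metabolism is about −2.1 in Fig. 7f, read by eye, against −1.77, and for mRNA export about 2.3 in Fig. 7f, read by eye, against 1.89. None of the alternatives set before the data were examined closed these gaps. For mRNA processing and for the spliceosome it is about 2.2 in Fig. 7f, read by eye, against 1.50 and 1.45. The written list, the same for both (2.03), the 4 stimulated libraries alone (1.82 and 1.79) and the fit without *Ctsl*+/+ mouse 5 (1.99 and 1.93) reached it. The others did not.

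The paper lists proliferation among the programs that were lower in stimulated *Ctsl* ΔTEC cells, whereas the mitotic cell cycle set had an NES of 0.92 here (adjusted p = 0.902, fgsea). No setting run gave this set an NES below −1.04 in any comparison. The paper describes modules for mRNA export, processing and splicing as enriched after stimulation. These did not pass 0.05 over all sets here, and DESeq2's ranking, the written lists, the 4 stimulated libraries alone and thinning, which was chosen after seeing the values, gave an adjusted p under 0.05 for all 3. Among the written lists, the same list stood for processing and splicing. In the paper's supplementary table the adjusted p of *Il7r* is 0.245, whereas edgeR gave 0.00194 here at a similar log2 fold change (the paper's −1.05, −1.08 here). With the Y-linked covariate over 9 libraries, chosen after seeing the values, it was 0.237.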

Other observations

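Tests of date, of the retained-intron share as a cause of the gene count, of sex in the stimulated libraries or on ribosomal proteins, of DP-cell RNA within the libraries, of retained introns after stimulation and of the stimulated and other libraries in the study's fit were chosen only after the result was seen. For sex, myeloid, epithelial, activation and matched-list tests, how far the outcome decides was settled after the values were seen.

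The number of genes that differ without stimulation was compared with other splits of the 9 mice into 5 and 4. Of 100 splits, the real one included, 1 gave as many as 1943 genes, the real one. Of the other 99, 90 gave 0 genes with an adjusted p under 0.1, although they had between 65 and 2458 genes at an unadjusted p under 0.05, against 3167 for the real split. The highest other split gave 1351 genes and set *Ctsl* ΔTEC mice 2, 3, 4 and 5 against the rest. In 15 splits all mice of the first date lay on one side, and these gave at most 0 genes, with up to 1841 at an unadjusted p under 0.05. With date as a factor 2710 genes differed, which argues against date as the cause.

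Sex was not labelled. High levels of Y-linked transcripts were found in all 5 unstimulated *Ctsl* ΔTEC mice and in 1 *Ctsl*+/+ mouse, and in 1 stimulated mouse of each genotype. The Y-linked gene *Kdm5d* was at 5.85 CPM or more in every unstimulated *Ctsl*+/+ mouse, with 107 in the highest. In the other stimulated mice it was at 4.15 CPM (*Ctsl* ΔTEC) and 3.71 CPM (*Ctsl*+/+). With the Y-linked covariate over 9 libraries 429 genes differed. Sex and genotype cannot be told apart for the remaining genes, because only 1 unstimulated *Ctsl*+/+ mouse has high levels of Y-linked transcripts. The stimulated libraries, where sex is balanced, argue against sex as the whole cause. Of the 1943 genes, 75.5% had the same sign there, against 59.6% of the genes that did not differ without stimulation, and their median log2 fold change was 0.16 for the higher and −0.44 for the lower genes. With the share of counts on retained-intron transcripts as a covariate 691 genes differed. This share was 6.07% ± 0.40 (SD, n = 5) in *Ctsl* ΔTEC and 5.44% ± 0.30 (SD, n = 4) in *Ctsl*+/+ libraries, so RNA quality and genotype cannot be told apart by this covariate.

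The lower scores of translation sets without stimulation were often reached by other splits. A score as far from 0 was given by 59 of 100 splits for ribosomal proteins, 50 for translation initiation, 54 for translation elongation, 36 for Myc targets and 25 for mTORC1 targets, so a chance division of the mice could give scores of this size. For glycolysis 3 of 100 did so. Date is argued against for ribosomal proteins (NES −2.45 with date as a factor), and so is the retained-intron share (NES −2.07, adjusted p = 8.9e-04, fgsea). Sex cannot be told apart from genotype, with an NES of −1.13 under the Y-linked covariate over 13 libraries. Transcript length, GC content and expression level also stay open. Of 10000 lists matched on these, 0% had a median log2 fold change as low as −0.16 (lowest −0.16, median −0.09), but the matched genes were longer (963 against 707 bases) and less expressed (7.88 against 9.41 log2 CPM).

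*Cd8a* and *Cd8b1* were higher without stimulation, and so were 8 of 9 tested DP markers, with 5 past the threshold, *Dntt* and *Arpp21* among them. The most abundant, *Plxnd1*, was at 67.4 and 71.9 CPM and did not differ, and 8 of the 10 markers listed had a mean of 1 CPM or more. RNA from DP thymocytes cannot be told apart from DP-like expression by this list. With *Rag1* as a covariate, 935 genes differed and *Cd8a* still had a log2 fold change of 2.74 (standard error 0.16, adjusted p = 2.4e-05, edgeR), as had *Cd8b1* (2.09) and *Dntt* (1.52). *Arpp21* (0.46, adjusted p = 0.188, edgeR) no longer passed. DP-cell RNA that varies with *Rag1* is therefore argued against as the whole cause for *Cd8a*. A shift towards the CD8 lineage that raises these markers is argued against, because all 6 tested were lower, 4 of them past the threshold (*Runx3*, *Nkg7*, *Klrd1* and *Ctsw*). Only 4 of the 7 markers listed had a mean of 1 CPM or more. *Runx3*, the most abundant, had a log2 fold change of only −0.21 (adjusted p = 0.0715, edgeR), and its values overlapped. In *Ctsl* ΔTEC cells *Nkg7* and *Klrd1* were at 0.478 and 1.12 CPM.

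A general delay of maturation was tested with lists of mature and semimature markers. Among 10 mature markers *H2-K1*, *H2-D1* and *B2m*, 3 in all, were higher past the threshold and 5 were lower, *S1pr1* and *Klf2* among them, which argues against a delay that moves all of them. The mean score of the mature list was lower in *Ctsl* ΔTEC cells by 0.21 (two-sided exact permutation test, p = 0.00794, adjusted over 2 lists 0.0159), and every *Ctsl* ΔTEC mouse lay below every *Ctsl*+/+ mouse. The semimature score differed by 0.08 (two-sided exact permutation test, p = 0.262). In that list *Ccr9* was higher and *Itm2a* lower.

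Of the other lists, 5 of 5 tested erythroid markers were higher, with adjusted p of 0.32 or more (*Hbb-bs* at 44.6 and 29.4 CPM). Of 6 regulatory T cell markers *Ctla4* and *Il2ra* were higher and *Ikzf2* lower past the threshold (score, two-sided exact permutation test, p = 0.0238). Of 19 activation genes tested without stimulation 10 were higher and 9 lower, with *Nr4a3*, *Il2ra* and *Tnfsf8* higher and *Irf4* and *Tagap* lower past the threshold.

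In response to stimulation 9637 genes changed in *Ctsl*+/+ and 10138 in *Ctsl* ΔTEC cells at an adjusted p under 0.1. A stronger activation in *Ctsl* ΔTEC cells was tested with 24 activation genes. Their interaction NES was 1.14 (adjusted p = 0.674, fgsea) and their stimulated NES 1.097 (adjusted p = 0.631, fgsea), so that a stronger response could not be shown or excluded with 2 mice each. *Il2*, singled out after its values were seen, was at 3.07 and 5.75 CPM in stimulated *Ctsl* ΔTEC and 54.4 and 50.7 in *Ctsl*+/+ cells, a log2 fold change of −3.55 (standard error 0.34, adjusted p = 5.9e-05, edgeR). Against unstimulated cells it was at least 471-fold higher in *Ctsl*+/+ and at least 39.5-fold higher in *Ctsl* ΔTEC cells.

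The share of counts on retained-intron transcripts was 7.94% and 8.55% in stimulated *Ctsl* ΔTEC and 5.995% and 7.63% in stimulated *Ctsl*+/+ libraries. The lowest value came from the shallowest library, *Ctsl*+/+ mouse 5, and depth and genotype cannot be told apart with 2 libraries each.

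Among genes chosen by their fold change without stimulation, *Grm6* (log2 fold change 3.93), *Pcsk1* (3.37), *Art2b* (2.98) and *Myb* (2.68) were higher and *Dapl1* (−3.57), *Slc4a4* (−3.25), *Ybx3* (−3.23) and *Myo6* (−3.16) lower in *Ctsl* ΔTEC cells, next to *Cd8a* and *Ccr8*. *Art2b* did not pass with the covariates added after seeing the data. After stimulation *Rpl14-ps1* was at least 31.8-fold and *BC005561* at least 20.9-fold higher, and *Slc4a4* at least 7.03-fold lower in *Ctsl* ΔTEC cells, each against 2 libraries with 3 counts or fewer. *Edaradd* had a log2 fold change of −4.93 (standard error 0.75, adjusted p = 0.00112, edgeR). *Foxn1* was at 0.03 CPM in both genotypes, *Rag2* at 0.823 and 0.200, and *Cd4* at 1058 ± 23.3 (SD, n = 5) and 1166 ± 13.5 (SD, n = 4).

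Transcripts of proteins that the paper measured by flow cytometry were read in unstimulated M2 CD4SP cells, without a claim on the protein. *Cd5* had a log2 fold change of −1.07 (standard error 0.11, adjusted p = 7.6e-05, edgeR), *Cd6* of −0.73 (standard error 0.08, adjusted p = 0.000196, edgeR), *Cd44* of −1.01 (standard error 0.11, adjusted p = 0.000117, edgeR) and *Il7r* of −1.08 (standard error 0.17, adjusted p = 0.00194, edgeR). *Nr4a1*, which encodes Nur77, was at −0.35 (adjusted p = 0.61), *Pdcd1* at −0.09 (0.82), *Btla* at −0.39 (0.17), *Bcl2* at −0.23 (0.25) and *Cd69* at −0.05 (0.86) in the same edgeR test, none past the threshold. *Btla* passed in 3 other edgeR fits and in DESeq2 over all 13 libraries (adjusted p = 0.0736), the edgeR fits being those with date as a factor (adjusted p = 0.0524), with mouse number as a block (adjusted p = 0.0770) and without *Ctsl* ΔTEC mouse 2 (adjusted p = 0.0657), so its result depends on the model. After stimulation *Pdcd1* was higher in *Ctsl* ΔTEC cells, by 0.62 (standard error 0.18, adjusted p = 0.04998, edgeR).

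Fewer genes pass in the paper's table than here, and other libraries in the study's fit were tested as an explanation. The table's 9 columns of TPM match the 9 unstimulated libraries. Over 898 genes, the interquartile range of the log2 ratio of its mean normalized count to the mean was 0.467 over these 9 libraries and 0.304 over all 13, so neither group of libraries gives the table's means. The 4 stimulated libraries in the fit are argued against as the cause, because DESeq2 gave 2286 genes over 9 libraries and still 2073 over 13. Libraries outside these files cannot be told apart from other settings of the study's fit, and only part of the table was held.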
